# CAMTA 1 regulates drought responses in *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2164-14-216

**Published:** 2013-04-02

**Authors:** Neha Pandey, Alok Ranjan, Poonam Pant, Rajiv K Tripathi, Farha Ateek, Haushilla P Pandey, Uday V Patre, Samir V Sawant

**Keywords:** CAMTA1 mutant, WUE, RWC, Osmotic stress, Microarray, Gene expression, Drought recovery

## Abstract

**Background:**

Transcription factors (TF) play a crucial role in regulating gene expression and are fit to regulate diverse cellular processes by interacting with other proteins. A TF named calmodulin binding transcription activator (CAMTA) was identified in *Arabidopsis thaliana* (AtCAMTA1-6). To explore the role of CAMTA1 in drought response*,* the phenotypic differences and gene expression was studied between *camta1* and Col-0 under drought condition.

**Results:**

In *camta1,* root development was abolished showing high-susceptibility to induced osmotic stress resulting in small wrinkled rosette leaves and stunted primary root. In *camta1* under drought condition, we identified growth retardation, poor WUE, low photosystem II efficiency, decline in RWC and higher sensitivity to drought with reduced survivability. The microarray analysis of drought treated *camta1* revealed that CAMTA1 regulates “drought recovery” as most indicative pathway along with other stress response, osmotic balance, apoptosis, DNA methylation and photosynthesis. Interestingly, majority of positively regulated genes were related to plasma membrane and chloroplast. Further, our analysis indicates that CAMTA1 regulates several stress responsive genes including RD26, ERD7, RAB18, LTPs, COR78, CBF1, HSPs etc. and promoter of these genes were enriched with CAMTA recognition *cis*-element. CAMTA1 probably regulate drought recovery by regulating expression of AP2-EREBP transcription factors and Abscisic acid response.

**Conclusion:**

CAMTA1 rapidly changes broad spectrum of responsive genes of membrane integrity and photosynthetic machinery by generating ABA response for challenging drought stress. Our results demonstrate the important role of CAMTA1 in regulating drought response in *Arabidopsis,* thus could be genetically engineered for improving drought tolerance in crop.

## Background

Abiotic and biotic stress is one of the major environmental factors limiting crop productivity worldwide. Water deficiency is one of the primary causes for the reduction in crop yield [1]. Previously, Several studies shows that calcium, a key messenger, involved in several signalling pathways and regulates many growth and developmental processes, plays a crucial role in stress signalling and adaptation [2-6] and in response to various biotic (pathogens, defence elicitors, and insect feeding) and abiotic stresses such as light, UV light, high and low temperature, salt, drought, osmotic stress, mechanical stimuli including touch and wind, oxidative stress, ozone, and hypoxia [7-9]. Within cells, calcium signatures are perceived by the EF-hand families of calcium-modulated proteins (calmodulin - CaM, Calcium dependent protein kinase - CDPK and calcineurin B-like protein - CBL) which are well characterised in plants [10-12]. When intracellular calcium rises to about 1 μM, calmodulin (CaM) binds calcium, undergoes a change in conformation, and activates the target gene thereby producing the respective cellular response [4,6]. To elucidate the mechanisms underlying calcium/calmodulin regulated gene expression in plants, previous reports identified a family of six Arabidopsis genes encoding calmodulin binding transcription activators (CAMTAs) [5,13] also referred to as signal-responsive (SR) protein [14] or ethylene-induced CaM binding proteins (EICBP) [15]. This factor, designated AtCAMTA (*Arabidopsis thaliana* CaM-binding transcription activator), is highly conserved and contains a CG-1 homology DNA-binding domain at the N terminus (binding site includes the CGCG and CGTG motif), a TIG domain (an immunoglobulin-like fold involved in nonspecific DNA binding), three ankyrin repeats (implicated in protein-protein interaction) and five putative CaM-binding motifs called as IQ motif [5,13,14,16]. In Arabidopsis, there are six CAMTAs (CAMTA1-6), whose transcript accumulates (up-regulated) or diminish (down-regulated) rapidly and transiently to various abiotic and biotic stress. Each member has distinct or overlapping spatial and temporal expression pattern in different plant developmental stages under various biotic and abiotic stresses [15,17]. The first evidence of biological and physiological function of CAMTA protein was recently reported in Arabidopsis CAMTA3 (AtSR1) loss of function mutant through a reverse genetic approach [18]. CAMTA 3- knockout plants during developmental stages accumulates high level of reactive oxygen species (ROS), showed enhanced resistance towards fungal and bacterial pathogen by suppressing plant responses. It negatively regulates the defence response to pathogens and interacts with WRKY33 TF in *camta3* mutants [16,18]. Similarly another study by Galon Y. et al., 2010 on CAMTA1 reports the increased sensitivity for auxin in *camta1* mutant suggesting a role in suppressing the plant responses to auxin when induced under stress condition [19]. There is considerable information about the changes in gene expression regulated by CAMTA 1 under various stresses like cold, salt, heat and ultra-voilet [20,21]. The promoters of Drought responsive element binding protein 1C (DREB1C) and ZAT12 binds with CAMTA3 in plants [21] indicating a calcium-signal driven gene expression. Besides various findings on function of CAMTA protein on stress physiology, [22] were first to report down-stream gene of the CAMTA protein and showed pollen-specific expression of AtCAMTA1 and AtCAMTA5 which possibly increased *Arabidopsis* VPPase (AVP1) gene expression in pollen by binding to the pollen-specific *cis*-acting region of *AVP1 .* The DNA *cis-*element that binds to CAMTA was identified as CGCG and CGTG binding motif in Arabidopsis, AtCAMTA3 [14] and Rice, Os-CBT [23]. The consensus sequence of CGCG core motif is (A/C)**CGCG**(C/G/T), giving the name to the DNA binding domain of the protein as CG-1, a novel *cis*-element which was first isolated from the parsley cDNA library [24]. The consensus sequence of CGTG core motif is (A/C)**CGTG**T and includes classical abscisic acid responsive element (ABRE) motif (ACGTGT), which is recognised by bZIP proteins [25]. The most recent report on CAMTA (*SlSR)* in tomato revealed its role in fruit development and ripening [26], they cloned seven *SlSR* genes and their expression levels were differentially regulated mainly by development signals, as well as by ethylene and suggested that *SlSR*s were located downstream of the *Rin*-regulated network. On taking these results together, CAMTA have the potential of relaying calcium signalling via calmodulin binding domain and stress signalling via CG-1 and ABRE binding motif.

The aim of our research is to study and characterise the molecular function of CAMTA1 gene under drought condition and establish a possible role of CAMTA1 protein in drought stress. The present study provides considerable information about the changes in gene expression, metabolic pathways, CGTG and CGCG motif dependent gene expression in CAMTA1 under drought stress. In brief, we hypothesized CAMTA1 to be essential for successful drought recovery.

## Results

### The knockout *camta1* showed drought sensitivity, poor WUE and decline in RWC

CAMTA has been reported to play an important role in abiotic stresses in plants especially cold [21], however the role of CAMTA in drought stress was not understood. Thus, to explore and characterise the possible role of CAMTA family of *Arabidopsis* in drought, we obtained homozygous T-DNA insertion lines of all CAMTAs viz., CAMTA1-6 (background columbia-0) from Arabidopsis Biological Resource Centre (ABRC) (Additional file 1). Initially we screened CAMTA mutants by exposing them to various concentrations of mannitol for osmotic stress and their primary root elongation was observed and compared with the Col-0 seedlings (Additional file 2). In control condition, growth rate of all the *camta* were similar to the Col-0 showing no apparent effect on plants caused by the silencing of the CAMTA gene in the mutant. With the increase in mannitol concentration to 300 mM, apart from *camta1*, no significant difference in root growth was observed through *camta2* to *camta6* when compared to Col-0 (Additional file 2). Further, to distinguish the effect of osmotic stress on *camta1*, seedlings of Col-0 and *camta1-3* were allowed to grow vertically on mannitol and PEG (poly ethylene gylcol) concentration series and their shoot weight (SW) and primary root length (RL) were estimated (Figure 1). At 100 mM mannitol and 1.5% PEG, there was no apparent visible phenotypic difference in Col-0 and *camta1-3* growth and their roots architecture (Figure 1A and 1B). At 250 mM mannitol solution, both Col-0 (SW-17 mg; RL-21.5 mm) and *camta1-3* (SW-10 mg; RL-7.5 mm) had stunted growth, particularly *camta1-3* showed higher growth retardation as a sign of growing under the stressed condition (Figure 1A, 1C and 1E). Subsequently, on increasing mannitol concentration to 300 mM, the growth of *camta1-3* (SW-8 mg; RL-1.75 mm) was most severely affected with stunted primary root growth and shoot weight as compared to Col-0 (SW-15 mg; RL-9.5 mm). Similarly, PEG induced osmotic stress showed similar affect on *camta1-3* growth and root development (Figure 1B). At 4.5% PEG, large difference was observed in root and seedling growth of *camta1-3* (SW-12 mg; RL-12.25 mm) as compared to Col-0 (SW-17 mg; RL-30 mm). The PEG-induced (6%) reduction in growth and primary root length was much pronounced in *camta1-3* (SW-9 mg; RL-1.75 mm) than Col-0 (SW-16 mg RL-15.25 mm) (Figure 1B, 1D and 1E). The statistically significant changes have been marked with an asterisk (*) in respective figure (p < 0.05). Error bars indicates Standard deviation SD (n = 25) and asterisk indicates significantly different from values of Col-0 at P < 0.05 by student’s *t* test.

**Figure 1:**
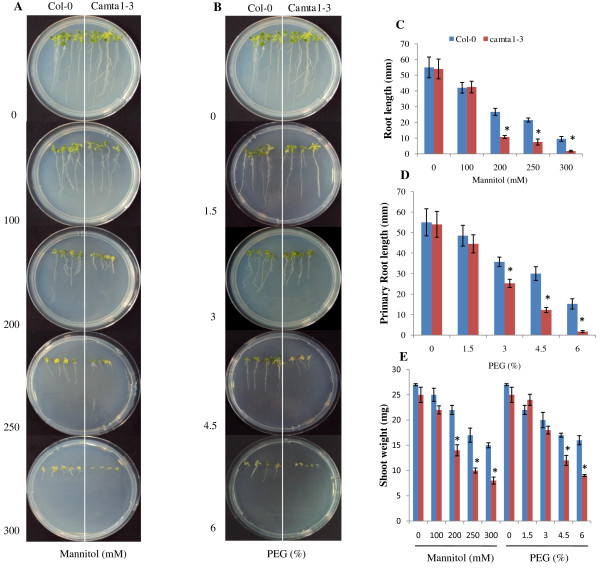
**The reduced drought tolerance of *camta1.*** The one week old seedlings of Col-0 and *camta1-3* were transferred to MS medium (control), (**A**) MS supplemented with mannitol, in mM (100, 200, 250 and 300) and (**B**) MS supplemented with PEG, in % (1.5, 3.0, 4.5 and 6.0) and images were taken after 15 days. The root lengths of the seedlings were measured in millimetre (mm) for (**C**) mannitol stress and (**D**) PEG (poly ethylene gylcol) stress. (**E**) The shoot weights of the seedlings under mannitol and PEG stress were recorded in milligram (mg). Error bars indicates Standard deviation SD (n = 25) and asterisk indicates significantly different from values of Col-0 at P < 0.05 by student’s *t* test.

Next, we examined phenotypic variation supported with physiological measurements of 3 week old seedlings of two *camta1* alleles (*camta1-2* and *camta1-3*) and Col-0 in water and drought condition then allowed to recover for 3 days, during which they were watered (Figure 2). Under water condition, Col-0 and both *camta1* mutant (*camta1-2* and *camta1-3*) plants performed equally well. Although both Col-0 and *camta1* mutants showed wilting of leaves under drought condition, the wilting was more pronounced in *camta1-2* and *camta1-3* after 14 days of with-holding water. The *camta1* mutant had stunted round leaves showing wrinkling; appearance of pale yellow and leaves were dried (Figure 2A). The prominent phenotypic variation under drought condition includes significant decrease in rosette leaves count, rosette area, leaf area and primary root length (Additional file 3). After the recovery period of 3 days, camta1 mutant showed poor survivability (39% of *camta1-2* and 42% of *camta1-3*) while more than 86% of Col-0 plants survived and continued to grow after giving water (Figure 2A and 2B). Recently, Water Use Efficiency (WUE) of many plant species were related to isotopic ratio of ^13^C to ^12^C [27]. Thus we determined the isotopic ratio of ^13^C to ^12^C for Col-0 and *camta1* mutant (*camta1-2* and *camta1-3*), the carbon isotope discrimination (Δ) value were 28.15 for Col-0 while 29.99 and 29.86 for *camta1-2* and *camta1-3*, respectively (Figure 2E). The relative increase in (Δ) value of *camta1* mutant than Col-0 showed that it had poor WUE and hence indicates higher sensitivity to drought (P < 0.05). Similarly, Fv/Fm ratio (efficiency of photosystem-II) was also significantly reduced in *camta1-2* (0.511) and *camta1-3* (0.489) than Col-0 (0.687) recorded after with-holding water for 14 days (Figure 2C) (p < 0.05). After rescuing the plant from water-defict condition by rewatering them for 3 days, the increase in Fv/Fm ratio in Col-0 reached at par to the water condition. While *camta1* mutant had poor recovery in Fv/Fm ratio as compared to Col-0. The relative water content (RWC) was reduced by 26% and 20% in *camta1-2* and *camta1-3*, respectively as compared to Col-0 under drought condition (Figure 2D). After rewatering, the RWC of Col-0 reached to 90% while *camta1-2* (61.36%) and *camta1-3* (64.62%) showed decline in RWC. The phenotypic variation, poor WUE, low photosystem II efficiency, decline in RWC and higher sensitivity to drought with reduced survivability of *camta1* can be correlated with the decreased expression level of the CAMTA1 gene in mutant (Additional file 3).The statistically significant changes have been marked with an asterisk (*) in respective figure (p < 0.05). Error bars indicates Standard deviation SD (n = 20) and asterisk indicates significantly different from values of Col-0 at P < 0.05 by student’s *t* test.

**Figure 2:**
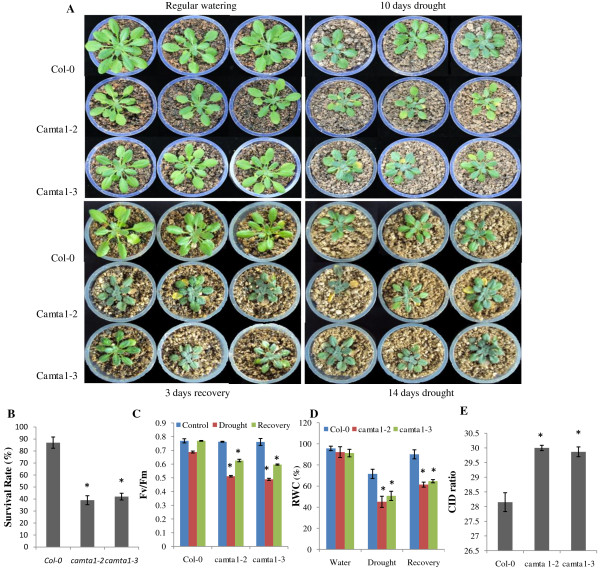
**Performance of *camta1 *plants under drought stress in soil.** Phenotypic variation of the plants under drought stress. (**A**) The Col-0, *camta1-2* and *camta1-3* were grown for 3 weeks under regular water regime followed by withholding water for 14 days, and then re-watered for 3 days. (**B**) Quantitative analysis of the survival rate of the Col-0, *camta1-2* and *camta1-3*. (**C**) The efficiency of photosystem II (Fv/Fm ratio) in the leaves of plants after 14 days of drought stress. (**D**) The relative water content (RWC) in the leaves of plants under drought stress. (**E**) Estimation of water use efficiency (WUE) of Col-0, *camta1-2* and *camta1-3* by carbon isotope discrimination ratio (CID). Error bars indicates Standard deviation SD (n = 20) and asterisk indicates significantly different from values of Col-0 at P < 0.05 by student’s *t* test.

### Microarray experimental design to identify CAMTA1 dependent genes

To understand the global regulation of gene expression by CAMTA1, we used Affymetrix Arabidopsis expression array ATH1 to profile the Col-0 and *camta1-3* expression under drought and water conditions in leaf and root tissue. 

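CAMTA1 (AT5G09410), the calmodulin-binding transcription activator disrupted in *camta1-3*, was lower in the mutant arrays of both tissues. In well-watered leaves its log2 signal was 6.41 ± 0.26 (SD, n = 3) in Col-0 and 4.14 ± 0.11 (SD, n = 3) in *camta1-3*, a log2 difference of -2.27 (standard error 0.30, adjusted p = 0.0248). In well-watered roots it was 7.35 ± 0.11 (SD, n = 3) in Col-0 and 4.91 ± 0.15 (SD, n = 3) in *camta1-3*, a log2 difference of -2.43 (standard error 0.10, adjusted p = 2.06e-08). Under drought the mutant remained below Col-0 by -1.43 (standard error 0.10, adjusted p = 1.91e-07) on the log2 scale in root, while in leaf the difference of -1.27 (standard error 0.30, adjusted p = 0.0697) did not pass the test. The transcript was higher in drought than in water within *camta1-3*, by a log2 fold change of 1.25 (standard error 0.30, adjusted p = 0.0303) in leaf and 1.11 (standard error 0.10, adjusted p = 4.53e-07) in root. In Col-0 the same change was 0.25 (adjusted p = 0.666) in leaf and 0.10 (adjusted p = 0.476) in root. The interaction of genotype and drought passed the test for CAMTA1 in root (log2 difference 1.01 (standard error 0.15, adjusted p = 0.000383)) but not in leaf (log2 difference 1.00 (adjusted p = 0.458)). Root drought changes are given by the water and drought labels of the deposited arrays, and by these labels their direction is opposite to that in which the study's root tables list the genes as increased or decreased. Where the probe set lies relative to the T-DNA insertion was not analysed here, so a signal above background in *camta1-3* does not show an intact transcript.

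**Figure D1:**
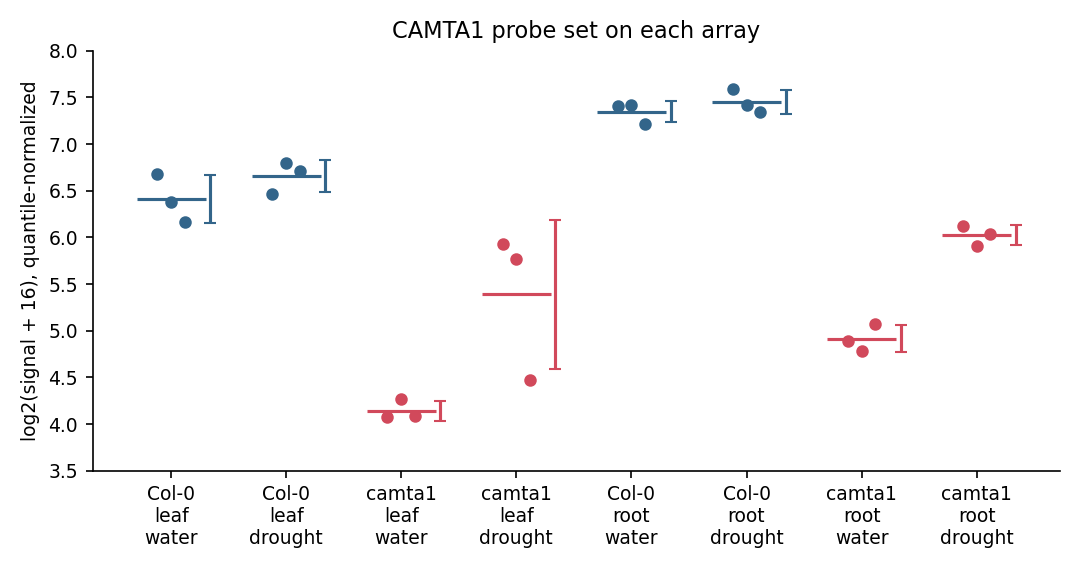
Log2 signal of CAMTA1 on each of the 24 arrays, by tissue, genotype and water regime; points are biological replicates, lines are group means and bars are the SD. The *camta1-3* arrays of well-watered plants lie below every Col-0 array of the same tissue.

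ATH1 arrays of 2 genotypes (Col-0 and *camta1-3*), 2 tissues (leaf and root) and 2 water regimes (water and drought) were analysed, with 3 arrays per group and 24 in all, labelled as biological replicates. Each array carries 22810 probe sets, of which 64 are Affymetrix controls, and the remaining 22746 were tested. The authors deposited MAS5 signals, which are intensities on a linear scale, whereas the methods describe GC-RMA values for the study's own tables. The deposited signals were not scaled to a common level. The median signal of an array ranged from 13.5 to 23.2 in Col-0 leaf water, 14.5 to 22.4 in Col-0 leaf drought, 12.7 to 14.9 in *camta1-3* leaf water and 16.7 to 17.9 in *camta1-3* leaf drought. In root it ranged from 27.1 to 31.5 in Col-0 water, 16.1 to 21.7 in Col-0 drought, 23.4 to 30.8 in *camta1-3* water and 29.6 to 37.1 in *camta1-3* drought. The 12 arrays of each tissue were therefore quantile normalized and expressed as log2(signal + 16), and limma was fitted to the 4 groups of each tissue. A probe set was called where the Benjamini-Hochberg adjusted p was at most 0.05 and the log2 fold change at least 1 in size. Fold changes on the log2(signal + 16) scale understate the change of genes with low signal, and the number of arrays limits the precision of every value. A gene name was given to a probe set through the platform annotation or through the study's own tables, and 16321 probe sets were named in this way. Gene groups come from 38 lists, of 695 genes, fixed before the deposited values were seen. Values in the study's tables, which hold many of these genes, had been seen by then. Of the 695 genes, 443 had a named probe set, 351 of them only through the study's tables of changed genes. Counts over a list are therefore mostly over genes that the study had called on the same arrays and are not independent evidence of a list's direction. Lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. Members and background in these tests were limited to 6024 single-gene probe sets held in the study's tables of changed genes. A camera test therefore compares genes that the study had called with other such genes. It can also cover fewer members than the counts printed beside it.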

The ATH1 array contains 22,500 probe sets encoding 24,000 genes/transcripts. Next, by using Significance Analysis of Microarray (SAM), P value ≤ 0.05 and fold change (FC) ≥ 2 were considered as significantly differentially regulated (up or down) transcripts. 

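In Col-0 leaves under drought the largest increases included LEA7, a late embryogenesis abundant protein, with a log2 fold change of 5.69 (standard error 0.94, adjusted p = 0.00177), and TSPO, an ABA-induced membrane protein, with 4.70 (standard error 0.60, adjusted p = 0.000449). RD29B, a dehydration-induced gene, rose by 4.85 (standard error 0.75, adjusted p = 0.00129), and the sugar exporter SWEET15 (SAG29), known from senescing leaves, by 4.29 (standard error 0.46, adjusted p = 0.000194). DREB2A, the drought-induced DREB factor, rose by 2.26 ± 0.50 (standard error), the potassium transporters KUP6 and KUP11 by 1.63 ± 0.26 and 1.63 ± 0.18, and the proline synthesis enzyme P5CR by 1.27 ± 0.12. The largest decreases were in GER3, a germin-like protein (-3.78 (standard error 0.47, adjusted p = 0.000404)), GASA1, a gibberellin-responsive peptide (-3.77 (standard error 0.38, adjusted p = 0.000157)), and XTH6, a xyloglucan-modifying enzyme of the cell wall (-3.67 (standard error 0.32, adjusted p = 7.46e-05)). AT2G10940 and AT3G05730, named here by locus, had log2 changes of -3.76 ± 0.51 and -3.65 ± 0.25 (standard error).
Of 12 measured expansins, which loosen the cell wall, 8 fell (8 when adjusted over the list alone) and none rose, led by EXPA6 (-2.64 ± 0.27) and EXPA8 (-2.42 ± 0.33). The camera test gave adjusted p = 9.61e-05 for the expansins, and adjusted p = 0.662 with an estimated correlation. Of 11 aquaporins, 6 fell (6 when adjusted over the list alone), among them the tonoplast channels TIP2;1 (-3.31 ± 0.30) and TIP1;1 (-2.41 ± 0.26); the list gave adjusted p = 0.00142, and adjusted p = 0.666 with an estimated correlation. Of 18 genes of glucosinolate synthesis, 13 fell (13 when adjusted over the list alone), including the methionine side-chain enzymes and transporter BCAT4 (-2.32 ± 0.25) and BAT5 (-2.25 ± 0.28), with adjusted p = 2.68e-06, and adjusted p = 0.662 with an estimated correlation. Single members of other lists also fell: the brassinosteroid-enhanced factor BEE2 (-2.25 ± 0.26), RAV1 (-2.52 ± 0.35), the cold-response factor CBF1 (-1.13 ± 0.34), the nitrate transporter NRT1.1 (-1.41 ± 0.15) and the chloroplast superoxide dismutase CSD2 (-1.64 ± 0.21).
In all, limma called 360 probe sets higher and 580 lower of 22746 tested. At an unadjusted p of at most 0.05 with the same fold-change minimum, 376 were higher and 607 lower, and a SAM-style statistic gave 379 and 612. For 33.1% of probe sets the 3 drought arrays lay entirely above or below the 3 water arrays, where chance gives 10%. Without normalization between arrays the split was 521 higher and 369 lower, and with log2(signal + 1) in place of log2(signal + 16) the number called was 1840.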

In Col-0 leaves, 1042 genes were up regulated and 1225 genes were down regulated in response to drought stress (Additional file 4). We identified the status of these genes in *camta1-3* after drought treatment by querying these genes to microarray data of *camta1-3* in leaves (Additional file 5)*.* Out of 1042 genes which were up regulated in Col-0, the expression of 796 genes were significantly down regulated in *camta1-3* (Additional file 6-worksheet 1). These 796 genes were assigned as leaf CAMTA1 dependent positively regulated genes (LCDPRG) (Figure 3A and 3C). 

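In *camta1-3* leaves LEA7 had a log2 drought change of 3.17 (standard error 0.94, adjusted p = 0.065), which did not pass the test, against the increase seen in Col-0. P5CR (0.81 ± 0.12, standard error) and KUP11 (0.96 ± 0.18) passed the adjusted p there (0.00333 and 0.00905) and fell short of the fold-change minimum, and KUP6 (0.89 ± 0.26) did not pass (adjusted p = 0.0647). The cytosolic glutamine synthetase GLN1;3 rose in Col-0 by 1.39 ± 0.33 and had 0.40 ± 0.33 in *camta1-3*, the kinase SNRK2.2 of ABA signalling 1.04 ± 0.15 and 0.52 ± 0.15, and the auxin-response repressor IAA13 1.11 ± 0.14 and 0.39 ± 0.14. Of the 360 probe sets higher by drought in Col-0 leaves, 280 (77.8%) were not called in *camta1-3*, although 81 of them passed the adjusted p there and fell short of the fold-change minimum. Of the 280, 277 (98.9%) had a positive change in the mutant. In place of 280, 442 were found without Col-0 leaf drought replicate 1, and 71 when a Col-0 to *camta1-3* fold ratio of at least 2 was required. None of the 280 passed limma's test of the interaction, the difference between the 2 genotypes' drought changes, whose smallest adjusted p over all probe sets was 0.204. The interaction values of the genes named here had adjusted p from 0.316 to 0.549. Of the study's 795 tabulated LCDPRG probe sets, 217 were called higher in Col-0 here and 15 in *camta1-3*, with medians of 0.81 and 0.44; the study chose these genes on the same arrays, so this is not independent evidence.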

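Several of the strongest drought-induced leaf genes were also higher by drought in *camta1-3*. TSPO rose there by a log2 fold change of 3.26 (standard error 0.60, adjusted p = 0.00912), SWEET15 by 3.36 (standard error 0.46, adjusted p = 0.00218) and RD29B by 2.82 (standard error 0.75, adjusted p = 0.0442). DREB2A rose by 2.19 ± 0.50 (standard error) and AT2G41190, named here by locus, by 2.99 ± 0.26. The senescence-associated LEA gene SAG21 rose by 1.39 ± 0.18 in Col-0 and 1.06 ± 0.18 in *camta1-3*. Of the 360 probe sets higher in Col-0 leaves, 80 were also called in *camta1-3*, with a median log2 change of 1.65 in Col-0 and 1.37 in the mutant. The anthocyanin activator PAP1 was among them (3.12 ± 0.37 in Col-0 and 1.55 ± 0.37 in *camta1-3*). A further 25 probe sets were called higher in *camta1-3* and not in Col-0, such as the heat shock factor HSFA2 (1.51 ± 0.22 in *camta1-3* and 0.48 ± 0.22 in Col-0, interaction adjusted p = 0.346) and the glutathione transferase GSTU24 (1.31 ± 0.27 and -0.43 ± 0.27, interaction adjusted p = 0.223). Of the 246 LCIDIG probe sets tabulated by the study, which it chose on these arrays, 136 were called higher here in Col-0 and 71 in *camta1-3*, with medians of 1.08 and 0.85.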

The expression of rest of the 246 out of 1042 genes remained unaffected and hence these genes were assigned as leaf CAMTA1 independent drought induced genes (LCIDIG) (Additional file 6-worksheet 3). 

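Most of the leaf genes that fell in Col-0 were not called in *camta1-3*. EXPA8 had a log2 drought change of 0.01 (standard error 0.33, adjusted p = 0.996) in the mutant, XTH6 -0.88 (standard error 0.32, adjusted p = 0.122) and BCAT4 -0.97 (standard error 0.25, adjusted p = 0.0395), which did not reach the fold-change minimum. RAV1 had -1.13 ± 0.35 (standard error), CBF1 0.23 ± 0.34 and CSD2 -0.69 ± 0.21. The iron-deficiency regulator PYE fell by 1.06 ± 0.16 on the log2 scale in Col-0 and had 0.03 ± 0.16 in *camta1-3*, the nicotianamine synthase NAS4 fell by 1.28 ± 0.28 and had -0.36 ± 0.28, and the glutamate dehydrogenase GDH2 fell by 1.43 ± 0.26 and had -0.77 ± 0.26. Of the 580 probe sets lower by drought in Col-0 leaves, 438 (75.5%) were not called in *camta1-3*, although 111 of them passed the adjusted p there and fell short of the fold-change minimum. Of the 438, 414 (94.5%) had a negative change in the mutant. In place of 438, 276 were found without Col-0 leaf drought replicate 2, and 151 with a fold ratio of at least 2 between the genotypes. None of the 438 passed limma's test of the interaction; over all probe sets 172 had a more positive and 55 a more negative drought change in *camta1-3* at an unadjusted p of at most 0.05 and a log2 difference of at least 1. For the genes named here the interaction had adjusted p from 0.204 to 0.586. Without Col-0 leaf drought replicate 1 the interaction was called for 138 probe sets, and without *camta1-3* leaf drought replicate 2 for 1.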

Further, out of 1225 down regulated genes in Col-0 in response to drought, the expression of 934 genes were significantly changed in *camta1-3* (Additional file 6-worksheet 2) and hence these genes were assigned as leaf CAMTA1 dependent negatively regulated genes (LCDNRG) (Figure 3A and 3C). The expression of remaining 291 out of 1225 genes was not changed significantly and hence these genes were assigned as leaf CAMTA1 independent drought repressed genes (LCIDRG) (Additional file 6-worksheet 4). 

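Some of the decreases were also called in *camta1-3* leaves. The log2 change there was -3.09 ± 0.25 (standard error) for AT3G05730, named here by locus, -1.39 ± 0.26 for the tonoplast aquaporin TIP1;1 and -1.31 ± 0.30 for TIP2;1. RR5, a response regulator of cytokinin signalling, fell in both genotypes, with -2.43 ± 0.31 in Col-0 and -2.80 ± 0.31 in *camta1-3*, as did the plastid-encoded photosystem II gene psbB (-3.15 ± 0.31 and -2.71 ± 0.31). EXPA6 had -1.23 ± 0.27 in *camta1-3*, the transporter BAT5 -1.19 ± 0.28 and the nitrate transporter NRT1.1 -1.47 ± 0.15. CAD4, an alcohol dehydrogenase of the lignin pathway, had -1.74 ± 0.24 in Col-0 and -1.16 ± 0.24 in *camta1-3*. Of the 580 probe sets lower in Col-0, 142 were also called in the mutant, with a median log2 change of -1.89 in Col-0 and -1.45 in *camta1-3*. A further 53 were called lower in *camta1-3* and not in Col-0, including the cytokinin response regulator ARR15 (-2.58 ± 0.27) and the proline dehydrogenase PRODH1 (-1.49 ± 0.15). In Col-0 these had -0.85 ± 0.27 and -0.79 ± 0.15, and their interaction had adjusted p = 0.234 and 0.331. In all, 105 probe sets were higher and 195 lower by drought in *camta1-3* leaves by limma (147 and 232 at an unadjusted p), and for 26.9% the 3 drought and 3 water arrays did not overlap, where chance gives 10%. Without normalization between arrays the split was 204 higher and 71 lower, and with log2(signal + 1) the number called was 466.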

The 1000 bp upstream promoters sequences of CAMTA dependent/independent genes were then screened for presence or absence of consensus CAMTA1 binding motif (MCGCGB/MCGTGT). The “MCGCGB” *cis*-element was exclusively identified as binding site of CAMTA while “MCGTGT” *cis*-element along with CAMTA was also linked to abscisic acid (ABA) signalling, the ABRE. The LCDPRG had 21.4% genes containing CGCG core motif and 46.6% genes with CGTG core motif. 

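Leaf genes that the study's tables mark with a CAMTA motif moved in both directions under drought. Among the LCDPRG marked with MCGTGT alone, the ABA-signalling phosphatase HAI2 rose by a log2 fold change of 2.92 ± 0.33 (standard error) in Col-0 and 1.49 ± 0.33 in *camta1-3* (interaction adjusted p = 0.378). The ABA-signalling kinase SNRK2.3, an LCDPRG marked with MCGCGB alone, had 0.83 ± 0.18 in Col-0, which passed the adjusted p (0.00681) and fell short of the fold-change minimum, and 0.20 ± 0.18 in *camta1-3*, which did not pass (adjusted p = 0.582). Among the LCDNRG, the iron transporter OPT3, marked with both motifs, fell by 1.02 ± 0.27 in Col-0 and had -0.41 ± 0.27 in *camta1-3* (interaction adjusted p = 0.626), and the cold-regulated gene COR15B, marked with MCGTGT alone, fell by 1.57 ± 0.19 and had -0.92 ± 0.19 (interaction adjusted p = 0.428). GolS2, a galactinol synthase among the LCIDIG marked with both motifs, rose by 1.26 ± 0.18 in Col-0 and 1.58 ± 0.18 in *camta1-3*, and the ethylene-response factor ERF6, an LCIDRG also marked with both, fell in both (-2.08 ± 0.20 and -1.67 ± 0.20). By the paper's tables, 371 of 795 LCDPRG probe sets (46.7%) hold MCGTGT and 170 (21.4%) hold MCGCGB. For LCDNRG the paper's tables give 350 of 934 (37.5%) and 195 (20.9%). Among the CAMTA1 independent classes, MCGTGT is marked for 142 of 246 LCIDIG (57.7%) and 116 of 291 LCIDRG probe sets (39.9%). MCGCGB is marked for 48 (19.5%) and 80 (27.5%) of them. The shares were compared in 4 tests adjusted together, for the pairs of classes whose tables are complete here; LCDPRG was not compared with LCIDIG, nor RCDNRG with RCIDRG, because the tables used here hold 795 of the paper's 796 LCDPRG, 880 of its 881 RCDNRG and the first 251 of its 1081 RCIDRG. By Fisher's exact test (2-sided) on the paper's counts, LCDNRG and LCIDRG had p = 0.0198 (adjusted p = 0.0792) for MCGCGB and p = 0.489 (adjusted p = 0.978) for MCGTGT. By the same exact test the root classes RCDPRG and RCIDIG had p = 1 for MCGCGB and p = 0.825 for MCGTGT (adjusted p = 1 for both), and none of the 4 passed after adjustment. The motif counts are the paper's, and promoter sequences were not analysed here.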

The LCDNRG had 20.9% and 37.5% genes containing CGCG and CGTG, respectively (Figure 3E). The higher number of genes with CGTG core motif could be ascribed to its overlap binding site to ABRE. It was noteworthy that mutation in CAMTA1 resulted in almost 72-75% change in expression of transcriptome controlled by drought. The results indicate that CAMTA1 is one of the global regulators of drought. Similarly, in Col-0 roots under drought condition, 2152 genes were up regulated and 1962 genes were down regulated (Additional file 7). 

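In leaves the drought changes of *camta1-3* and those of Col-0 were correlated across genes. RAB18, a dehydrin induced by ABA, had a log2 change of 4.66 ± 0.77 (standard error) in Col-0 and 2.38 ± 0.77 in *camta1-3*. LTP3, a lipid transfer protein, had 4.49 ± 0.72 and 3.19 ± 0.72, GASA1 -1.74 ± 0.38 in *camta1-3* and GER3 -2.41 ± 0.47. ESE3, an ethylene-response factor, had -2.55 ± 0.43 in Col-0 and 0.68 ± 0.43 in *camta1-3*, and MAM1, an enzyme of glucosinolate chain elongation, -1.69 ± 0.31 and -0.39 ± 0.31. The interaction of genotype and drought did not pass limma's test for any of these genes (adjusted p from 0.204 to 0.715). By gene list the difference between the genotypes' drought changes had a median of 0.99 for the expansins (camera adjusted p = 2.16e-07; adjusted p = 0.599 with an estimated correlation) and 0.66 for the aquaporins (adjusted p = 8.59e-05; adjusted p = 0.599 with an estimated correlation). No member of either list was called for the interaction over all probe sets, and 6 expansins and 5 aquaporins were when adjusted over the list alone.

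**Figure D2:**
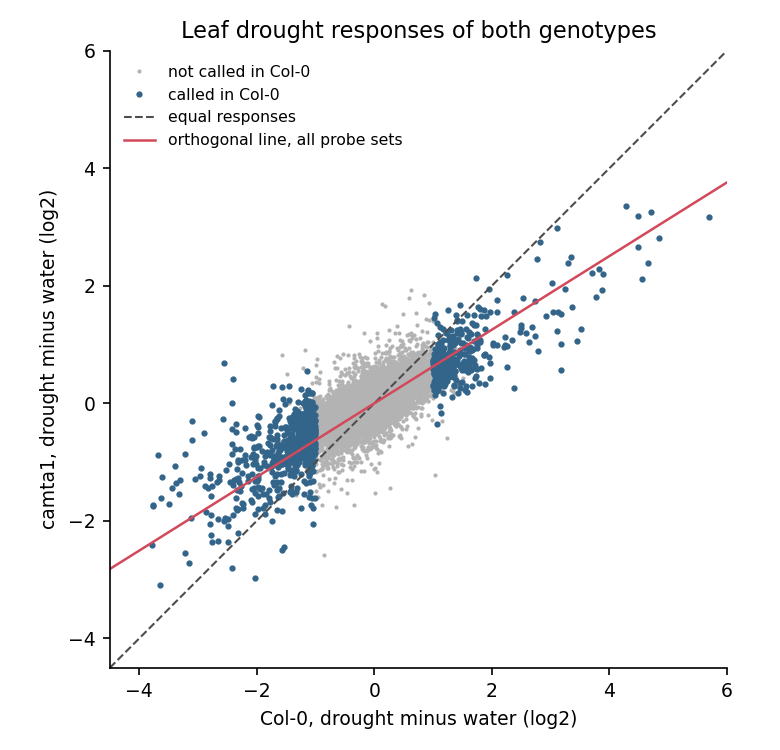
Log2 drought change of each probe set in leaves of Col-0 (horizontal axis) and *camta1-3* (vertical axis), with probe sets called in Col-0 in colour and the others in grey; the dashed line marks equal changes and the solid line the slope over all probe sets. The solid line, with a slope of 0.63, is flatter than the dashed line.

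The slope of the *camta1-3* change on the Col-0 change, by total least squares across the 22746 probe sets, was 0.63 (Pearson's r across genes 0.74, and genes are not independent replicates). With the arrays taken by replicate number the slope was 0.98, 0.50 and 0.53. Total least squares takes the error of both changes as equal. The Col-0 drought arrays were less alike (r between replicates 0.969 to 0.979) than those of the other leaf groups (0.979 to 0.987). More error in the Col-0 change would flatten the line, and this was not corrected for. From the share of the drought-controlled transcriptome whose expression changed with the mutation, the paper proposes that CAMTA1 is one of the global regulators of drought.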

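Heat shock genes were among the largest drought increases in Col-0 roots by the arrays' labels: HSP90.1 rose by a log2 fold change of 5.10 (standard error 0.10, adjusted p = 6.48e-14), the small heat shock protein gene HSP17.4 by 5.05 ± 0.10 (standard error) and HSP101 by 4.54 ± 0.13. PDC1, a pyruvate decarboxylase of fermentation, rose by 4.42 ± 0.08, the lactate dehydrogenase LDH1 by 3.16 ± 0.11 and the non-symbiotic haemoglobin HB1 by 2.10 ± 0.07. Among other increases were AT4G25790 (5.55 ± 0.09), AT1G29090 (4.96 ± 0.11), the nitrate reductase NIA1 (2.91 ± 0.12), the phosphate-starvation gene SPX1 (2.92 ± 0.12), the ABA hydroxylase CYP707A4 (2.82 ± 0.11) and the aquaporin PIP2;5 (2.74 ± 0.09). The nitrate transporter NRT1.5, which loads the xylem, fell by 4.49 ± 0.10, and BXL1, a wall xylosidase, had -3.66 ± 0.08. Lower too were the antenna gene LHCB4.2 (-2.20 ± 0.10), the photosystem I subunit PSAN (-2.59 ± 0.09), the chlorophyll enzyme CHLM (-2.32 ± 0.10), the expansin EXPA4 (-2.12 ± 0.12), the aquaporins PIP2;1 (-2.05 ± 0.10) and TIP2;3 (-2.72 ± 0.09), the brassinosteroid enzyme CPD (-1.64 ± 0.08) and the defence factors WRKY46 (-2.91 ± 0.12) and CBP60G (-2.50 ± 0.15).
With 3 arrays per group, limma called 1168 probe sets higher and 1059 lower at an adjusted p of 0.05 and a 2-fold change, and in 50.4% of all probe sets the drought and water arrays did not overlap, where chance gives 10%. The split depended on scaling, with 1454 higher and 663 lower after median centring and 683 higher and 2008 lower with the values as deposited, where the median of all probe sets was -0.15. By the labels, the root directions are opposite to those in which the study's root tables list the genes: of the first 1997 of the 2152 genes its table gives as increased in Col-0, 996 were called lower.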

To identify CAMTA1 dependent genes, differentially expressed genes of Col-0 were mapped and queried against *camta1-3* genes (Additional file 8). 

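In roots of both genotypes heat shock genes rose: 17 of 20 (17 when adjusted over the list alone) in Col-0 and 19 of 20 (19 when adjusted over the list alone) in *camta1-3*, with list medians of 2.62 and 3.90 on the log2 scale (camera adjusted p = 1.3e-08, and adjusted p = 0.00474 with an estimated correlation in Col-0). The low-oxygen genes had 11 of 14 (11 when adjusted over the list alone) higher in Col-0 and 12 in *camta1-3* (camera adjusted p = 0.000133, and adjusted p = 0.0553 with an estimated correlation in Col-0). Between the genotypes' drought changes, 12 of 20 (12 when adjusted over the list alone) heat shock genes had a more positive change in *camta1-3* (camera adjusted p = 2.03e-12, and adjusted p = 0.000712 with an estimated correlation). The heat shock factor HSFA2 had a log2 drought change of 2.05 ± 0.10 (standard error) in Col-0 and 3.43 ± 0.10 in *camta1-3*, with an interaction of 1.38 (standard error 0.14, adjusted p = 2.28e-05), and HSP17.6C 3.16 ± 0.14 and 4.88 ± 0.14, with an interaction of 1.71 (standard error 0.20, adjusted p = 5.46e-05). RD29B, an ABA-induced gene, had 0.69 ± 0.12 in Col-0 and 3.08 ± 0.12 in *camta1-3*, with an interaction of 2.39 (standard error 0.17, adjusted p = 1.62e-06), and IGMT4, of indole glucosinolate synthesis, -0.23 ± 0.17 and 2.04 ± 0.17, with an interaction of 2.27 (standard error 0.25, adjusted p = 3.41e-05). In the other direction, the anion channel gene SLAH3 had 1.42 ± 0.12 in Col-0 and -1.23 ± 0.12 in *camta1-3* (interaction adjusted p = 6.3e-07), MPK19, a MAP kinase, 2.65 ± 0.08 and 0.49 ± 0.08 (adjusted p = 2.25e-07), and MYB34, a factor of indole glucosinolate synthesis, 2.38 ± 0.11 and 0.75 ± 0.11 (adjusted p = 1.38e-05). In *camta1-3* roots limma called 1159 probe sets higher and 1019 lower by drought (1415 and 606 after median centring, 2311 and 442 with the values as deposited), and the groups did not overlap for 52.2%, where chance gives 10%. Of the 1168 probe sets higher in Col-0, 376 (32.2%) were not called higher in *camta1-3*, and 54 of them passed the interaction test. That test includes the 2-fold minimum, and only 77 of the 1168 rose by at least 2-fold more in Col-0 than in *camta1-3*. Most of the 376 therefore could not pass it, whatever their p. Without the minimum, over all probe sets, 1304 had a more positive and 1301 a more negative change in *camta1-3* at the adjusted p. In place of 376, 48 were found with the values as deposited and 452 with median-centred arrays. In *camta1-3*, 345 of the 376 (91.8%) passed the adjusted p, 342 of them with an increase below the fold-change minimum. The reverse was found for 367 probe sets (31.7% of those higher in *camta1-3*), which were called higher there and not in Col-0.

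**Figure D3:**
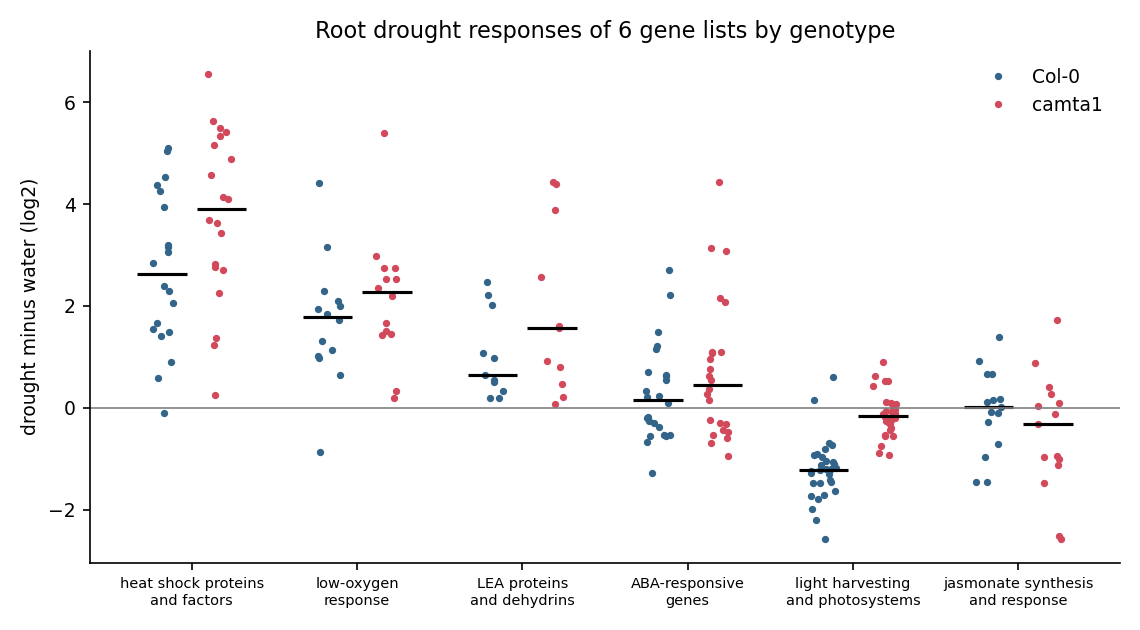
Log2 drought change of the members of 6 gene lists in roots of Col-0 and *camta1-3*; points are genes and black lines the list medians. The heat shock medians are 2.62 and 3.90, and the light-harvesting medians -1.21 and -0.16, where the last was 0.28 with the values as deposited.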

Out of 2152 differentially up regulated genes in Col-0, the expression of 1192 genes were significantly down regulated *in camta1-3* (Additional file 9-worksheet 1). These 1192 genes were termed as root CAMTA1 dependent positively regulated genes (RCDPRG) (Figure 3B and 3D). 

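The study's table of this class matches 1146 probe sets of the arrays, of which 474 were lower by drought in Col-0 roots and 376 in *camta1-3* roots by the labels, with 94 of more positive and 28 of more negative change in *camta1-3* (interaction). The study chose these genes on these arrays, so the counts are not independent evidence. ATL8, a RING finger gene, had a log2 change of -2.13 ± 0.11 (standard error) in Col-0 and -0.44 ± 0.11 in *camta1-3*, with an interaction of 1.69 (standard error 0.15, adjusted p = 5.92e-06), and DIN1, a dark-induced gene, -2.11 ± 0.11 and -0.81 ± 0.11, with an interaction of 1.31 (standard error 0.16, adjusted p = 9.53e-05). From significant down regulation in *camta1-3* of genes up regulated in Col-0, the paper assigns these genes as dependent on CAMTA1.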

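Of the probe sets higher by drought in Col-0 roots, 792 were also called higher in *camta1-3*, with median log2 changes of 1.65 and 1.64. Among them, ROF2, a co-chaperone, had 4.25 ± 0.09 (standard error) in Col-0 and 5.16 ± 0.09 in *camta1-3*, the proline transporter PROT2 1.71 ± 0.12 and 2.49 ± 0.12, AT4G33550 4.79 ± 0.09 and 4.55 ± 0.09, and the ABA receptor PYL6 2.42 ± 0.11 and 1.68 ± 0.11. Limma's interaction test gave adjusted p from 0.000228 to 0.289 for these 4 genes, and none reached the fold-change minimum as well.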

The expression of 960 genes out of 2152 genes remained unaffected and hence these genes were assigned as root CAMTA1 independent drought induced genes (RCIDIG) (Additional file 9-worksheet 3). Next, out of 1962 down regulated genes in Col-0 in response to drought, the expression of 881 genes were significantly changed in *camta1-3* (Additional file 9-worksheet 2) and hence these genes were assigned as root CAMTA1 dependentnegatively regulated genes (RCDNRG) (Figure 3B and 4D) while expression of remaining 1081 genes was not much altered hence termed as root CAMTA1 independent drought repressed genes (RCIDRG) (Additional file 9-worksheet 4). 

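Light-harvesting and photosystem genes were lower by drought in Col-0 roots, 22 of 30 (22 when adjusted over the list alone) (camera adjusted p = 5.26e-06, and adjusted p = 0.00709 with an estimated correlation), while none was called in *camta1-3* (0 when adjusted over the list alone; camera adjusted p = 0.611, and adjusted p = 0.575 with an estimated correlation). For 19 of 30 (19 when adjusted over the list alone) of these the change was more positive in *camta1-3*, with a median interaction of 1.17 on the log2 scale (camera adjusted p = 1.2e-16, and adjusted p = 0.000329 with an estimated correlation). LHCB3 had -1.99 ± 0.09 (standard error) in Col-0 and -0.21 ± 0.09 in *camta1-3* (interaction 1.78 (standard error 0.13, adjusted p = 1.33e-06)), LHCB6 -1.25 ± 0.10 and 0.52 ± 0.10 (interaction 1.77 (standard error 0.13, adjusted p = 2.19e-06)), and the chlorophyll enzyme PORB -1.57 ± 0.13 and -0.26 ± 0.13 (interaction 1.31 (standard error 0.18, adjusted p = 0.000223)). The expansin EXPA1 had -1.41 ± 0.11 and 0.55 ± 0.11 (interaction 1.96 (standard error 0.15, adjusted p = 2.37e-06)), and WRKY75, a factor of phosphate starvation and senescence, -1.05 ± 0.13 and 0.55 ± 0.13 (interaction 1.60 (standard error 0.18, adjusted p = 4.24e-05)). In the other direction, the methylthioalkylmalate synthase MAM3 had -1.27 ± 0.10 and -3.01 ± 0.10 (interaction -1.74 (standard error 0.14, adjusted p = 2.65e-06)), the aquaporin TIP2;2 -1.80 ± 0.10 and -3.24 ± 0.10, and the jasmonate enzyme LOX4 -1.46 ± 0.15 and -2.52 ± 0.15. Jasmonate genes had 8 of 15 (8 when adjusted over the list alone) below Col-0 in *camta1-3* roots under drought (camera adjusted p = 3.86e-05, and adjusted p = 0.0216 with an estimated correlation). Of the 1059 probe sets lower in Col-0 roots, 443 (41.8%) were not called lower in *camta1-3*, and 87 of these passed the interaction test, while 616 were lower in both (medians -1.41 and -1.42). The interaction test includes the 2-fold minimum, and only 103 of the 1059 fell by at least 2-fold more in Col-0 than in *camta1-3*. Most of the 443 therefore could not pass it. The 443 became 1616 with the values as deposited and 316 with median-centred arrays, where the class of higher genes was the larger one. In *camta1-3*, 384 of the 443 (86.7%) passed the adjusted p, 377 of them with a decrease below the fold-change minimum in size. A further 403 (39.5% of those lower in *camta1-3*) were called lower there and not in Col-0. Over all probe sets the interaction was called for 249 of more positive and 189 of more negative change in *camta1-3* (2858 and 15 with the values as deposited), and the slope of the *camta1-3* change on that of Col-0 was 1.03.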

The CAMTA recognition *cis*-elements identified revealed higher occurrence of MCGTGT than MCGCGB motif. In RCDPRG 19.9% genes contained MCGCGB while 40.2% genes contained MCGTGT motif and in RCDNRG 25.5% and 41.7% genes had MCGCGB and MCGTGT motif, respectively (Figure 3F). As we were interested in elucidating the role of CAMTA1 protein under drought stress, our further analysis was focussed on CAMTA1 dependent genes. Therefore, in following work and discussion we will be considering LCDPRG, LCDNRG and RCDPRG, RCDNRG.

**Figure 3:**
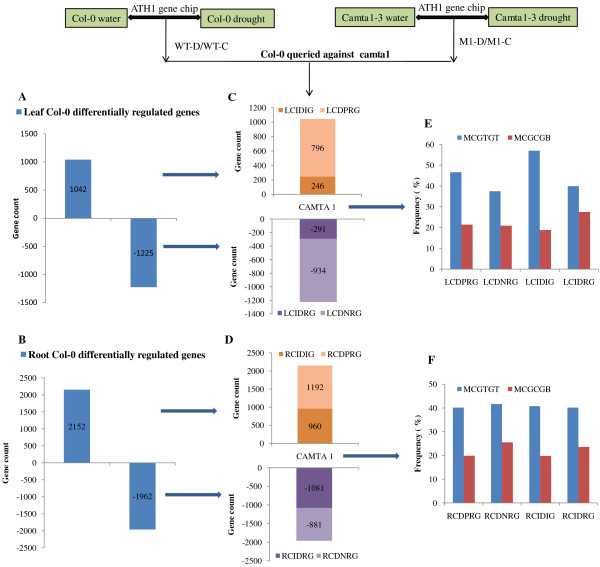
**Pictorial and graphical view of experimental design and analysis.** Total number of differentially regulated genes in Col-0 under drought stress (**A**) In leaf tissue and (**B**) In root tissue. Total number of CAMTA1 regulated genes (**C**) In leaf tissue and (**D**) In root tissue. Distribution of CAMTA recognition motif in frequency (%) across differentially expressed genes (DEGs) (**E**) In leaf tissue and (**F**) In root tissue. The LCDPRG stands for leaf CAMTA1 dependent positively regulated genes, LCDNRG for leaf CAMTA1 dependent negatively regulated genes, LCIDIG for leaf CAMTA1 independent drought induced genes and LCIDRG for leaf CAMTA1 independent drought repressed genes. The RCDPRG stands for root CAMTA1 dependent positively regulated genes, RCDNRG for root CAMTA1 dependent negatively regulated genes, RCIDIG for root CAMTA1 independent drought induced genes and RCIDRG for root CAMTA1 independent drought repressed genes.

**Figure 4:**
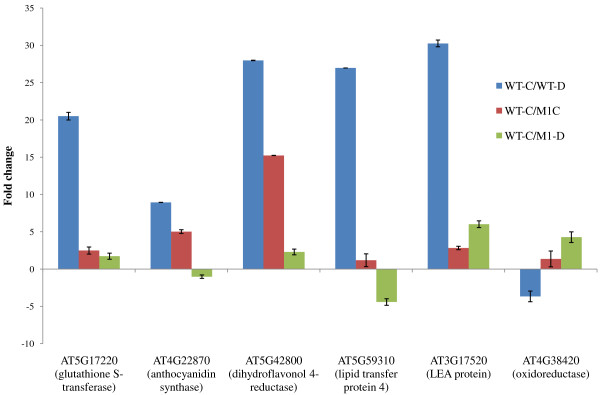
Validation of Microarray differentially expressed genes by RT-PCR.

The expression profiles (fold change value) of genes obtained through microarray were experimentally validated through RT-PCR using 6 genes belonging to dihydroflavonoid 4-reductase, LEA, oxidoreductase, lipid transfer protein, glutathionin s-transferase and anthocyanidin synthase. 

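On the leaf arrays, GSTF12 (AT5G17220), a glutathione transferase needed for anthocyanin accumulation, rose by a log2 fold change of 3.52 (standard error 0.48, adjusted p = 0.000669) in Col-0 and had 1.27 (standard error 0.48, adjusted p = 0.147) in *camta1-3*. DFR (AT5G42800), dihydroflavonol 4-reductase, rose by 3.19 (standard error 0.70, adjusted p = 0.0084) and had 0.57 (standard error 0.70, adjusted p = 0.725). LTP4 (AT5G59310), a lipid transfer protein, rose by 3.45 (standard error 0.56, adjusted p = 0.00171) and had 1.07 (standard error 0.56, adjusted p = 0.309), and the LEA gene AT3G17520 rose by 4.55 (standard error 1.01, adjusted p = 0.00886) and had 2.11 (standard error 1.01, adjusted p = 0.258). The oxidoreductase-family gene sks9 (AT4G38420) had -0.56 (standard error 0.18, adjusted p = 0.0478) in Col-0, and its value in *camta1-3* was 0.01 (adjusted p = 0.993). Limma's interaction test passed for none of the genes (adjusted p from 0.342 to 0.606). Signals on the Col-0 drought arrays were uneven: for DFR they were 5.79, 6.39 and 9.52, and for AT3G17520 they were 6.00, 10.71 and 9.12 on the log2(signal + 16) scale. The sixth gene, an anthocyanidin synthase (AT4G22870), had no named probe set and was not analysed here.

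**Figure D4:**
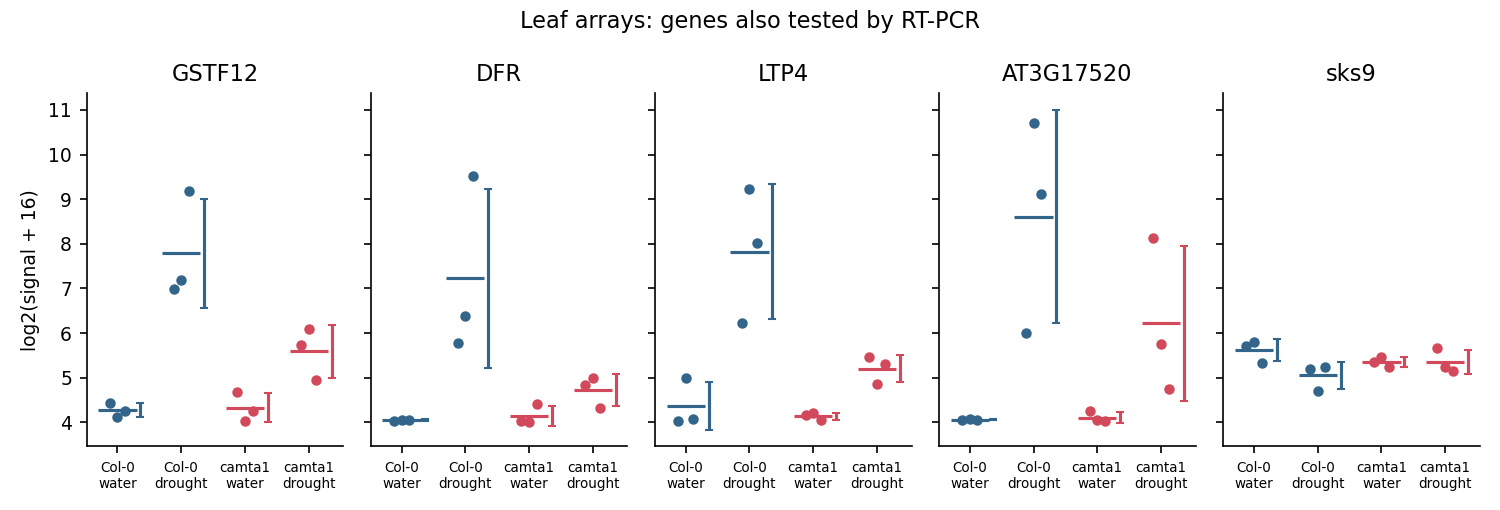
Log2(signal + 16) of GSTF12, DFR, LTP4, AT3G17520 and sks9 on each leaf array of Col-0 and *camta1-3* under water and drought; points are replicates, lines are group means and bars are the SD. The Col-0 drought arrays of the first 4 genes lie above all Col-0 water arrays, and spread widely.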

The results obtained from all the 6 genes tested by RT-PCR agree with the trend of regulation identified by microarray analysis (Figure 4). Thus results of RT-PCR validate the microarray data.

The strategy depicted in Figure 3 (analysis scheme) is to understand the role of CAMTA1 in drought condition which is the unique part of our study. CAMTA1 may have a role in normal physiology, also revealed by the fact that CAMTA1 gene expresses ubiquitously at control and drought condition in *Arabidopsis* (Additional file 10). 

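CAMTA1 was detected in Col-0 of both tissues, and 3 of its relatives had a named probe set. In leaves the log2 drought change of Col-0 was 0.54 ± 0.10 (standard error) for CAMTA4, 0.18 ± 0.13 for CAMTA5 and 0.23 ± 0.13 for CAMTA6. In roots it was -0.37 ± 0.11, 0.50 ± 0.16 and 0.18 ± 0.10, in the same order. Of these, CAMTA4 in leaf (adjusted p = 0.00349 from limma) and root (0.00989) and CAMTA5 in root (0.0185) passed the adjusted p and fell short of the fold-change minimum, and the others did not pass (adjusted p from 0.154 to 0.393). Between *camta1-3* and Col-0 under water, CAMTA4 had 0.01 ± 0.10 in leaf and -0.28 ± 0.11 in root. CAMTA5 had 0.01 ± 0.13 and 0.15 ± 0.16, and CAMTA6 -0.38 ± 0.13 and 0.09 ± 0.10. CAMTA2 and CAMTA3 had no named probe set and were not analysed here.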

We made the comparison between WT-C and M1-C and identified that *camta1* does regulate a group of genes since in leaf tissue, 169 genes were down-regulated and 209 genes were up-regulated in *camta1-3* as compared to Col-0 under water condition. 

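Under water, the leaf genes above Col-0 in *camta1-3* included the beta-galactosidase BGAL4 (log2 difference 2.14 (standard error 0.35, adjusted p = 0.0375)), the growth-promoting factor HBI1 (1.60 (standard error 0.24, adjusted p = 0.0297)) and the cytokinin response regulator ARR15 (1.56 (standard error 0.27, adjusted p = 0.0441)). PRODH1, proline dehydrogenase, was above Col-0 by 1.34 ± 0.15 (standard error) and the calcium-sensor kinase CIPK3 by 1.12 ± 0.17. Below Col-0 were, besides CAMTA1, the expansin EXPA11 (-1.68 (standard error 0.21, adjusted p = 0.023)), the superoxide dismutase CSD2 (-1.46 (standard error 0.21, adjusted p = 0.0297)) and the heat shock factor HSFA2 (-1.35 (standard error 0.22, adjusted p = 0.0375)). AT1G52200 and AT5G61590, named here by locus, were above Col-0 by 1.54 ± 0.21 and 1.50 ± 0.26, and AT3G14200 had -1.40 ± 0.17. In all, limma called 19 probe sets higher and 10 lower in *camta1-3*, against 64 and 43 at an unadjusted p with the same fold-change minimum, and 45 in total by the SAM-style statistic. For 16.6% of probe sets the 3 arrays of the genotypes did not overlap, where chance gives 10%. Without normalization between arrays 0 were higher and 4 lower, and with log2(signal + 1) none were called. None were called without Col-0 leaf water replicate 1 or 2 or *camta1-3* leaf water replicate 1 or 3, 4 were called without *camta1-3* leaf water replicate 2, and 50 without Col-0 leaf water replicate 3.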

In root tissue, 670 genes were up regulated and 635 genes were down regulated. 

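In well-watered roots the photosystem gene LHCB2.3 was above Col-0 in *camta1-3* (log2 difference 1.33 (standard error 0.12, adjusted p = 2.35e-05)), as were the pyruvate phosphate dikinase PPDK (1.29 (standard error 0.10, adjusted p = 9.31e-06)) and the nitrate transporter NRT2.6 (1.23 ± 0.12, standard error). AT4G15680 and AT4G15690, named here by locus, had 1.84 ± 0.18 and 1.62 ± 0.17. Below Col-0 were the glutathione transferase GSTU5 (-1.49 (standard error 0.15, adjusted p = 7.55e-05)), the jasmonate-responsive tyrosine aminotransferase TAT3 (-1.48 (standard error 0.12, adjusted p = 9.31e-06)), the glucosinolate enzyme CYP79B2 (-1.24 ± 0.10), the jasmonate repressor JAZ10 (-1.04 ± 0.08) and the cold-regulated gene COR15A (-1.08 ± 0.12). AT1G72920 and AT4G10270, named here by locus, had -1.35 ± 0.21 and -1.31 ± 0.10. Limma called 12 probe sets higher and 24 lower in *camta1-3* roots. For 20.2% of probe sets the genotypes' arrays did not overlap, where chance gives 10%, and without normalization between arrays the split was 6 higher and 44 lower.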

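The GO terms of the study were not analysed here, and the gene lists fixed before the deposited values were seen were tested under water instead. In *camta1-3* leaves the brassinosteroid list lay above Col-0 (median log2 difference 0.43, adjusted p = 0.0123, and adjusted p = 0.184 with an estimated correlation), as did the ABA receptors and SnRK2 kinases (median log2 difference 0.40, adjusted p = 0.0241, and adjusted p = 0.187 with an estimated correlation) and proline metabolism (median log2 difference 0.46, adjusted p = 0.00108, and adjusted p = 0.184 with an estimated correlation). The expansins lay below Col-0 (median log2 difference -0.48, adjusted p = 0.00108, and adjusted p = 0.476 with an estimated correlation). Among these genes 1 expansin was called lower (2 when adjusted over the list alone), 1 proline gene higher (1 when adjusted over the list alone), and 0 ABA receptors or kinases higher (1 when adjusted over the list alone). In roots the light-harvesting list lay below Col-0 (median log2 difference -0.42, adjusted p = 1.34e-09, and adjusted p = 0.00245 with an estimated correlation), although LHCB2.3 was its called member and was higher. The jasmonate list (median log2 difference -0.30, adjusted p = 0.000188, and adjusted p = 0.0626 with an estimated correlation), the LEA list (median log2 difference -0.29, adjusted p = 0.000401, and adjusted p = 0.0626 with an estimated correlation) and the salicylic acid and defence list (median log2 difference -0.22, adjusted p = 0.00531, and adjusted p = 0.0626 with an estimated correlation) also lay below Col-0. Within them 1 jasmonate gene and 1 LEA gene were called lower, the same numbers as when adjusted over the list alone, and 0 of the defence genes.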

The AgriGO analysis of these differentially expressed genes indicate that the *camta1* under control condition regulates pathways over represented by response to stimulus, response to chemical stimulus, response to organic stimulus substance, response to chitin, response to endogenous stimulus, response to hormone stimulus etc., (Additional file 10). The pathways involved in various regulatory mechanisms were also altered in *camta1-3* under control like transcription regulator activity, regulation of macromolecule biosynthetic process, regulation of primary metabolic process, regulation of nitrogen compound metabolic process etc. (Additional file 10). Alternatively this has facilitated in inferring the tissue specific pathways regulated by *camta1-3* under water condition. The most significant pathway exclusively present in leaf tissue includes transcription regulator activity, response to carbohydrate stimulus, response to chitin etc. The pathways over represented in only root tissue were oxidoreductase activity, regulation of biosynthetic process, metal ion binding etc. (Additional file 10).

### The analysis of CAMTA1 dependent genes for identifying biological processes and pathways regulated by CAMTA1

To elucidate the mechanisms underlying the enhanced sensitivity of the *camta1-3* towards limited water condition, we identified and analysed biological pathways, gene regulation networks and protein interaction maps with CAMTA1 dependent genes by Pathway Studio 9.0 and agriGO (GO Analysis Toolkit and Database for Agricultural Community) analysis tools keeping a stringent cut-off of p-value ≤ 0.05 for identifying significant biological identities. The analysis was carried out firstly with LCDPRG, LCDNRG and RCDPRG, RCDNGR and simultaneously the genes containing CAMTA1-recognition motif were analysed to identify specific *cis*-elements governed potential changes in cellular functions and associated transcriptome interaction networks. This data analysis strategy, in a global and unbiased manner, identifies cellular changes driven specifically by CAMTA1 along with its recognition motif (CGCG or CGTG).

### CAMTA1 dependent positive regulation: Involved in stress response and maintained osmotic balance of cell under drought stress and targets plasma membrane

The possible functional categories that govern the responses of CAMTA1 dependent positively regulated genes of leaf and root tissue featured several regulators and associate pathways. 

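ABA-responsive genes were higher by drought in Col-0 leaves, where 19 of 24 (20 when adjusted over the list alone) rose, with a list median of 1.46 on the log2 scale (camera adjusted p = 1.06e-10, and adjusted p = 0.662 with an estimated correlation). In *camta1-3* leaves 12 of 24 (14 when adjusted over the list alone) rose, with a list median of 1.24 (camera adjusted p = 1.4e-11, and adjusted p = 0.809 with an estimated correlation). AFP3, a negative regulator of ABA signalling, rose by a log2 fold change of 1.22 ± 0.17 (standard error) in Col-0 and 1.21 ± 0.17 in *camta1-3*, and the desiccation-induced gene AT3G02480 by 2.48 ± 0.65 in Col-0 with 1.21 ± 0.65 in *camta1-3*. Of the list of LEA proteins and dehydrins, which does not hold SAG21, 5 of 11 members rose in Col-0 and 1 fell (6 and 1 when adjusted over the list alone). No member of the list was called in *camta1-3* (2 when adjusted over the list alone). The group 4 LEA gene LEA4-5 rose by 3.77 (standard error 0.67, adjusted p = 0.00264) in Col-0 and had 1.81 (standard error 0.67, adjusted p = 0.133) in *camta1-3* (interaction adjusted p = 0.51, and 0.688 for AT3G02480). For the difference between the genotypes' drought changes, the ABA-responsive list had a median of -0.31 with no member called (camera adjusted p = 0.00484, and adjusted p = 0.715 with an estimated correlation). In roots, potassium transport had 3 of 12 members lower by drought in Col-0 and 5 in *camta1-3*, the same numbers as when adjusted over the list alone (camera adjusted p = 0.282, and adjusted p = 0.348 with an estimated correlation in Col-0). The outward potassium channel SKOR of the root stele fell by 4.01 (standard error 0.10, adjusted p = 3.82e-13) in Col-0 and had -4.80 (standard error 0.10, adjusted p = 6.62e-14) in *camta1-3*, and the transporter KUP8 had -1.63 ± 0.09 and -2.01 ± 0.09. The sodium transporter HKT1 was called for the interaction (-2.25 (standard error 0.19, adjusted p = 3.9e-06)), with a log2 drought change of 0.31 ± 0.13 in Col-0 and -1.94 ± 0.13 in *camta1-3*.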

The most important cell process in LCDPRG includes ‘drought recovery’ (Figure 5A and 6A) and in RCDPRG includes ‘K + import/homeostasis’ (Figure 7A and 8A). 

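Among hormone and cold genes of leaves, IAA7 and IAA17, repressors of auxin response, had log2 drought changes of -1.26 ± 0.21 (standard error) and -1.16 ± 0.20 in Col-0, against -0.66 ± 0.21 and -0.97 ± 0.20 in *camta1-3*, while IAA6 had -1.04 ± 0.16 in *camta1-3* and -0.52 ± 0.16 in Col-0. The defence factor WRKY18 had -1.52 ± 0.28 in *camta1-3* and 0.01 ± 0.28 in Col-0, and WRKY46 -1.20 ± 0.32 in Col-0 and -0.29 ± 0.32 in *camta1-3*. Limma's interaction test passed for none of these (adjusted p from 0.315 to 0.875). By list, 2 of 19 (2 when adjusted over the list alone) auxin genes and 4 of 21 (4 when adjusted over the list alone) ethylene genes were lower in Col-0 leaves (camera adjusted p = 0.121, and adjusted p = 0.666 with an estimated correlation for auxin; camera adjusted p = 0.159, and adjusted p = 0.662 with an estimated correlation for ethylene), and 1 auxin gene was higher. In roots, CBF1, the cold-response factor, had -4.53 ± 0.09 in Col-0 and -4.54 ± 0.09 in *camta1-3*, the auxin-conjugating enzyme GH3.6 -2.11 ± 0.15 and -2.14 ± 0.15, and the ethylene-signalling F-box protein EBF2 2.00 ± 0.14 and 1.17 ± 0.14. PIN4, an auxin efflux carrier, was lower by drought in Col-0 roots (-1.52 ± 0.12) and not called in *camta1-3* (-0.33 ± 0.12), with an interaction adjusted p of 0.000366. Of root lists, 5 of 19 (5 when adjusted over the list alone) auxin genes, 4 of 8 (4 when adjusted over the list alone) CBF, DREB and ZAT factors, 10 of 21 (10 when adjusted over the list alone) ethylene genes and 8 of 19 (8 when adjusted over the list alone) defence genes were lower in Col-0 (camera adjusted p = 0.0265, and adjusted p = 0.0749 with an estimated correlation for auxin; camera adjusted p = 0.0227, and adjusted p = 0.0749 with an estimated correlation for the CBF list). For the ethylene list the camera test gave adjusted p = 0.0782 (adjusted p = 0.14 with an estimated correlation), and for the defence list adjusted p = 0.0782 (adjusted p = 0.14 with an estimated correlation). Higher in Col-0 roots were 4 of 21 (4 when adjusted over the list alone) ethylene genes, 1 of 19 (1 when adjusted over the list alone) defence genes and 1 of 19 (1 when adjusted over the list alone) auxin genes.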

The stress adaptation regulated by CAMTA1 for root and leaf tissue influences the pathways related to response to auxin stimulus, hypersensitive response, defense response, plant response, cold acclimation, response to ethylene stimulus, ABA response, salinity response, response to osmotic stress etc. (Figure 5A, 5C, 7A and 7C). CAMTA1 protein probably favored plant growth and development rather than directing it towards cell death and senescence. Various such pathways include root development, plant development, plant morphology, seed germination, flower development, xylem loading, root growth, shoot growth and stem strength (Figure 5A and 7A). The motif-specific (CGCG/CGTG) driven processes for LCDPRG include sugar concentration, plant viability, leaf size, shoot branching, cell adhesion etc. (Figure 6A). For RCDPRG, a motif-specific process includes plant development cell expansion, lipid peroxidation, membrane fusion, root hair tip growth etc. (Figure 8A). 

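In the list of heat shock proteins and factors, which does not hold every such factor (HSFA6A is outside it), 0 of 20 measured members were called higher by drought in Col-0 leaves and 0 lower. The numbers were the same when adjusted over the list alone (camera adjusted p = 0.35, and adjusted p = 0.684 with an estimated correlation). HSP70 had a log2 drought change of 0.88 ± 0.25 (standard error) in Col-0 leaves and 0.08 ± 0.25 in *camta1-3*, HSP101 -0.21 ± 0.28 and -0.25 ± 0.28, and the co-chaperone ROF2 -0.88 ± 0.28 and -1.06 ± 0.28. Of 10 genes of sugar transport and of sucrose synthases, 2 rose and 2 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.456, and adjusted p = 0.666 with an estimated correlation), with the sucrose transporter SUC1 at -1.06 ± 0.20 in Col-0 and -0.75 ± 0.20 in *camta1-3*. The interaction had adjusted p = 0.925 for ROF2 and 0.772 for SUC1. For calcium sensors and their kinases in roots, 1 of 10 rose and 2 fell in Col-0, the same when adjusted over the list alone (camera adjusted p = 0.96, and adjusted p = 0.96 with an estimated correlation). The calcineurin B-like sensor CBL10 had -2.27 ± 0.10 in Col-0 and -1.34 ± 0.10 in *camta1-3*, the calmodulin-like CML37 -1.46 ± 0.09 and -1.64 ± 0.09, and the kinase CIPK25 2.59 ± 0.17 and 1.87 ± 0.17.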

The functional class in LCDPRG was Protein kinase A (PKA), heat shock protein, ABA binding factor (ABF) and sucrose transporters while in RCDPRG were H + −transporting two-sector ATPase, calmodulin, histone deacetylase and PKA (Figure 5A, 6A, 7A and 8A). In agriGO, majority of genes were associated to membrane like plasma membrane and membrane part, followed by transporter activity in LCDPRG and RCDPRG (Figure 5A, 5C and 7A, 7C). Other important GO terms modulated in LCDPRG were response to water deprivation, response to osmotic stress, extrinsic to membrane, flavanoid biosynthetic process, integral to membrane etc. 

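Flavonoid and anthocyanin synthesis had 5 of 13 (5 when adjusted over the list alone) members higher by drought in Col-0 leaves, with a list median of 0.92 on the log2 scale (camera adjusted p = 0.0297, and adjusted p = 0.666 with an estimated correlation). In *camta1-3* leaves 1 of 13 (1 when adjusted over the list alone) rose, with a list median of 0.34. The flavanone hydroxylase F3H had 0.78 ± 0.22 (standard error) in Col-0 and 0.34 ± 0.22 in *camta1-3*, and the flavonol glycosyltransferase UGT78D1 -0.18 ± 0.26 and 0.51 ± 0.26. Between the genotypes' drought changes the flavonoid list had a median of -0.87 with no member called (0 when adjusted over the list alone; camera adjusted p = 0.0134, and adjusted p = 0.715 with an estimated correlation). Between *camta1-3* and Col-0 leaves under drought, no flavonoid gene was called over all probe sets and 6 were lower when adjusted over the list alone (camera adjusted p = 3.62e-05, and adjusted p = 0.523 with an estimated correlation).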

(Figure 5C and 6C). The significant GO terms in RCDPRG includes transport, protein amino-acid phosphorylation, response to carbohydrate stimulus, homeostatic process, auxin homeostatic, response to water depriviation, peroxidase activity, signal transducer activity etc. (Figure 7C and 8C).

**Figure 5:**
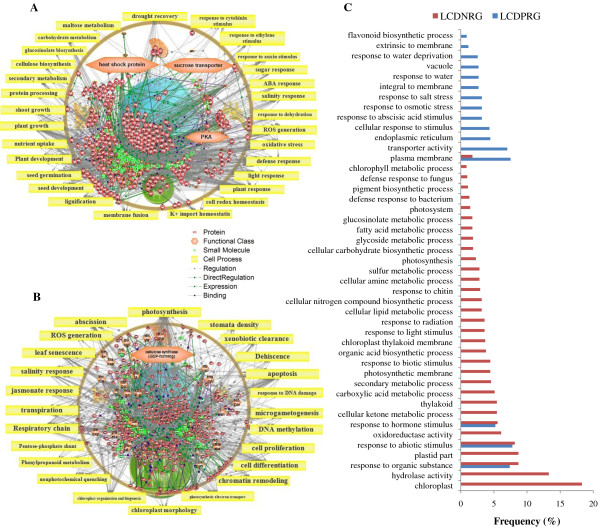
**Pathway analysis of CAMTA1 dependent genes. **(**A**) Leaf CAMTA1 dependent positively regulated genes (LCDPRG). (**B**) Leaf CAMTA1 dependent negatively regulated genes (LCDNRG). (**C**) GO annotation of CAMTA1 dependent genes of leaf tissue (LCDPRG and LCDNRG).

**Figure 6:**
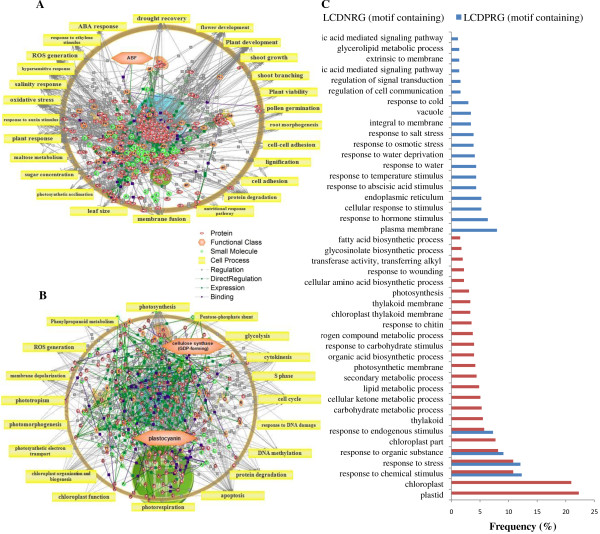
**Pathway analysis of CAMTA1 regulated genes (containing recognition motif). **(**A**) Leaf CAMTA1 dependent positively regulated genes (LCDPRG). (**B**) Leaf CAMTA1 dependent negatively regulated genes (LCDNRG). (**C**) GO annotation of CAMTA 1 dependent genes of leaf tissue (LCDPRG and LCDNRG) containing recognition motif.

**Figure 7:**
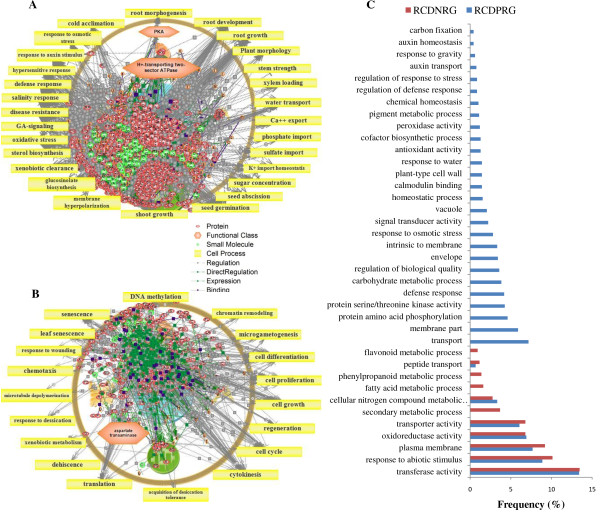
**Pathway analysis of CAMTA1 dependent genes. **(**A**) Root CAMTA1 dependent positively regulated genes (RCDPRG). (**B**) Root CAMTA1 dependent negatively regulated genes (RCDNRG). (**C**) GO annotation of CAMTA 1 dependent genes of root tissue (RCDPRG and RCDNRG).

**Figure 8:**
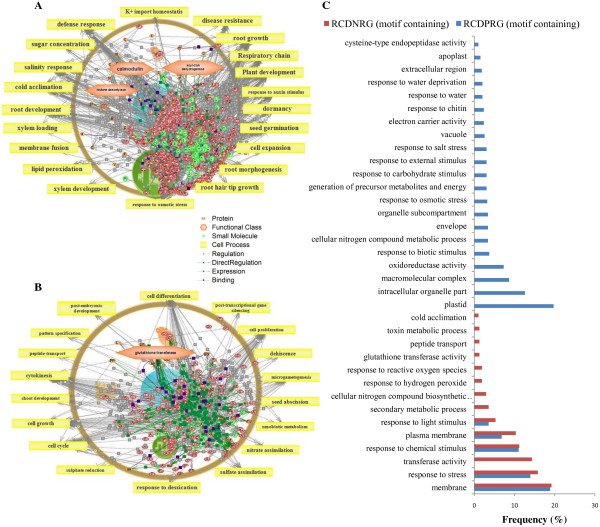
**Pathway analysis of CAMTA1 dependent genes (containing recognition motif). **(**A**) Root CAMTA1 dependent positively regulated genes (RCDPRG). (**B**) Root CAMTA1 dependent negatively regulated genes (RCDNRG). (**C**) GO annotation of CAMTA 1 dependent genes of root tissue (RCDPRG and RCDNRG) containing recognition motif.

### CAMTA1 dependent negative regulation: involved in cell differentiation – apoptosis, affect photosynthesis efficiency and targets chloroplast

CAMTA1 dependent negatively regulated genes had several pathways related to cell differentiation and propagation imparting controlled cell division which could be ascribed to decreased rate of cell death (apoptosis) and senescence. 

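In leaves, the maintenance DNA methyltransferase MET1 had a log2 drought change of -0.99 (standard error 0.14, adjusted p = 0.000755) in Col-0 and -0.36 (standard error 0.14, adjusted p = 0.148) in *camta1-3*, and the small-RNA effector AGO4 had -0.83 ± 0.18 (standard error) and -0.23 ± 0.18. The Col-0 change of MET1 passed the adjusted p and fell short of the fold-change minimum. None of the 6 measured DNA methylation genes was called in leaves of either genotype, nor was any of the 14 genes of the cell cycle and DNA replication. Adjusted over the list alone, 0 methylation and 0 cell cycle genes were lower in Col-0 (camera adjusted p = 0.35, and adjusted p = 0.666 with an estimated correlation, for methylation; camera adjusted p = 0.121, and adjusted p = 0.666 with an estimated correlation, for the cell cycle). In roots, 4 of 14 (4 when adjusted over the list alone) cell cycle genes were lower by drought in Col-0 (camera adjusted p = 0.0128, and adjusted p = 0.064 with an estimated correlation), among them the cyclins CYCD3;1 (-1.38 ± 0.12) and CYCB1;4 (-1.36 ± 0.14) and the cytokinesis syntaxin KNOLLE (-1.15 ± 0.12). In *camta1-3* roots CYCD3;1 had -1.70 ± 0.12, CYCB1;4 -0.89 ± 0.14 and KNOLLE -0.69 ± 0.12, and 2 of the list were called. The interaction had adjusted p = 0.164 for CYCB1;4 and 0.102 for KNOLLE.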

Various such cell processes were cell differentiation, DNA methylation, apoptosis, abscission, dehiscence, cytokinesis, cell proliferation, S phase, chromatin remodeling, chloroplast organization and biogenesis (Figure 5B, 7B). 

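GC1, a gene preferred in guard cells, fell by 1.80 ± 0.22 (log2, standard error) by drought in Col-0 leaves and had -0.67 ± 0.22 in *camta1-3*, and the guard-cell potassium channel KAT1 fell by 1.09 ± 0.18 and had -0.89 ± 0.18. FAMA, a factor of the stomatal lineage, had 0.11 ± 0.16 and 0.08 ± 0.16. The senescence and dark-induced genes went both ways in Col-0, with 2 of 11 higher and 2 lower (2 and 2 when adjusted over the list alone; camera adjusted p = 0.844, and adjusted p = 0.915 with an estimated correlation). DIN1 fell by 2.27 ± 0.45 and had -1.41 ± 0.45 in *camta1-3*, while DIN10, also induced by dark, had -3.37 ± 0.27 in Col-0 and -1.35 ± 0.27 in *camta1-3*. Limma's interaction test gave adjusted p from 0.204 to 0.977 for these genes. Under drought DIN10 was above Col-0 in *camta1-3* leaves by a log2 difference of 3.52 (standard error 0.27, adjusted p = 0.000572), DIN1 by 2.37 (standard error 0.45, adjusted p = 0.0343) and GC1 by 1.13 (standard error 0.22, adjusted p = 0.0387). The DIN10 difference exceeds that between its drought changes, so part of it was present under water. With only the 2 groups compared no leaf probe set was called between the genotypes under drought. With the values as deposited 11 were higher and 6 lower.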

The over-represented pathways in LCDNRG were related to leaf anatomy and photosynthesis like, leaf shape, stomatal density, leaf senescence, transpiration, photosynthetic electron transport (Figure 5B). Other important cell processes negatively regulated by CAMTA1 were ROS generation, xenobiotic clearance, fatty acid metabolism, pentose phosphate shunt, microgametogenesis (Figure 5B and 7B). The motif specific cell processes in LCDNRG were chloroplast function, glycolysis, photorespiration, phenyl propanoid metabolism, RNA splicing etc. (Figure 6B). Likewise in RCDNRG, motif specific cell process were post transcriptional gene silencing (PTGS), sulphate assimilates, nitrogen assimilates, seed abscission etc. (Figure 8B). The functional class for LCDNRG includes cellulose synthase, plastocyanin and for RCDNRG includes aspartate transaminase, glutathione transferase (GST) (Figure 5B, 6B, 7B and 8B). 

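In leaves, 1 of 10 (1 when adjusted over the list alone) genes of cellulose synthesis were lower by drought in Col-0 (camera adjusted p = 0.795, and adjusted p = 0.874 with an estimated correlation): CESA5, of the primary wall, had -1.07 ± 0.18 (log2, standard error), and -0.65 ± 0.18 in *camta1-3*, with an interaction adjusted p of 0.624. In roots, 6 of 10 (6 when adjusted over the list alone) were higher in Col-0 (camera adjusted p = 0.00395, and adjusted p = 0.064 with an estimated correlation) and 2 in *camta1-3*, with CESA5 at 2.11 ± 0.12 and 1.43 ± 0.12 and CESA2 at 1.65 ± 0.09 and 1.28 ± 0.09. The secondary-wall synthases CESA4 and CESA7 had interactions of -1.42 (standard error 0.19, adjusted p = 0.00018) and -1.19 (standard error 0.11, adjusted p = 9.25e-06) in roots. Over the list the interaction was -0.57 in the median (camera adjusted p = 0.000694, and adjusted p = 0.0329 with an estimated correlation), and with the values as deposited it was 0.21, where the median of all probe sets was 0.41. Among the glutathione transferases of roots, 5 of 24 rose and 1 fell in Col-0, and 10 rose and 1 fell in *camta1-3*, the same numbers as when adjusted over the list alone (camera adjusted p = 0.305, and adjusted p = 0.348 with an estimated correlation in Col-0).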

The GO analysis of LCDNRG revealed large number of genes related to photosynthesis machinery like chloroplast, plastid, thylakoid, photosystem, photosynthetic membrane etc. 

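Light-harvesting and photosystem genes had 7 of 30 (7 when adjusted over the list alone) members lower by drought in Col-0 leaves and none higher, with a list median of -0.62 on the log2 scale (camera adjusted p = 0.000411, and adjusted p = 0.666 with an estimated correlation). LHCB2.3 of the photosystem II antenna had -2.10 (standard error 0.53, adjusted p = 0.0158), LHCB6 -1.97 (standard error 0.45, adjusted p = 0.0096) and the photosystem I subunit PSAD2 -1.01 ± 0.29 (standard error). In *camta1-3* leaves these had -0.56 ± 0.53, -0.72 ± 0.45 and -0.44 ± 0.29, and no member of the list was called (0 lower when adjusted over the list alone). Of 11 genes of chlorophyll synthesis, 2 were lower in Col-0 (2 when adjusted over the list alone; camera adjusted p = 0.0297, and adjusted p = 0.666 with an estimated correlation), HEMA1 (-1.36 ± 0.32) and CHLM (-1.11 ± 0.21), which had -0.69 ± 0.32 and -0.21 ± 0.21 in *camta1-3*. Between the genotypes' drought changes the light-harvesting list had a median of 0.44 (camera adjusted p = 0.000119, and adjusted p = 0.715 with an estimated correlation), with no member called (0 when adjusted over the list alone). The interaction had adjusted p from 0.382 to 0.677 for the genes named here.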

(Figure 5C and 6C). 

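Of the glutathione transferases measured in roots, GSTU6 rose by a log2 fold change of 3.72 ± 0.09 (standard error) in Col-0 and 3.88 ± 0.09 in *camta1-3*, while GSTF14 had -2.53 ± 0.11 and -3.18 ± 0.11. GSTU12 was called for the interaction (1.11 (standard error 0.13, adjusted p = 5.34e-05)), and GSTU20 in the other direction (-1.32 (standard error 0.18, adjusted p = 0.000265)). Genes of phenylpropanoid and lignin synthesis were higher, 7 of 12 (7 when adjusted over the list alone) in Col-0 and 5 in *camta1-3* (camera adjusted p = 0.00395, and adjusted p = 0.064 with an estimated correlation in Col-0). The ligase 4CL1 had 1.90 ± 0.11 and 1.50 ± 0.11, the hydroxylase C3H 2.51 ± 0.09 and 1.55 ± 0.09, and the alcohol dehydrogenase CAD5 1.59 ± 0.10 and 1.76 ± 0.10. None of these 3 met both the adjusted p and the fold-change minimum for the interaction (adjusted p from 0.000187 to 0.559).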

The significant GO terms in RCDNRG were response to hydrogen peroxide, glutathione transferase activity, peptide transport, phenylpropanoid metabolic process, fatty acid metabolic process etc. (Figure 7C and 8C).

### CAMTA1 involvement in abiotic stress management

To monitor the role in various abiotic stress conditions, CAMTA1 dependent genes were scanned to the Stress Responsive Transcription Factor Database (STIFDB) for comprehensive collection of abiotic stress responsive genes. Secondly, to follow the intricate and complicated networks of stress responsive transcription factors activated by CAMTA1 which could be involved in the regulation of these stress responsive genes. 

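Of the CAMTA1 dependent positively regulated leaf genes that the study marks as stress responsive, the drought group was called higher for 44 of 85 in Col-0 and 6 in *camta1-3*, with medians of 1.24 and 0.56 on the log2 scale. The cold group was higher for 29 of 59 in Col-0 and 3 in *camta1-3*, and the salt group for 43 of 87 in Col-0 and 5 in *camta1-3*. The study chose these genes on these arrays, so the counts are not independent evidence. Limma's interaction test called none of them (over all probe sets 227 at an unadjusted p of 0.05 with the 2-fold minimum). The groups were matched by probe ID, because the locus printed beside a probe ID in Additional file 11 does not match it for part of the entries.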

In LCDPRG, 85 genes (71.7% genes with CGTG; 21.1% with CGCG), 59 genes (66% with CGTG; 33% with CGCG) and 87 genes (62% with CGTG; 35% with CGCG) were responsive to drought, cold and salt, respectively hence these genes showed positive correlation (up-regulated) in gene expression (Figure 9, Additional file 11-worksheet 3). 

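Among negatively regulated leaf genes of the study, those it marks for drought were lower for 33 of 64 in Col-0 and 5 in *camta1-3*, those for cold for 62 of 109 in Col-0 and 8 in *camta1-3*, and those for salt for 46 of 77 in Col-0 and 4 in *camta1-3*. In median, the log2 change of the cold group was -1.09 in Col-0 and -0.53 in *camta1-3*, with no gene called for the interaction. These genes too were chosen on these arrays, and the counts are not independent evidence.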

Whereas in LCDNRG, 64 genes (90.2% genes with CGTG; 20.3% with CGCG), 109 genes (44.1% genes with CGTG; 18.1% with CGCG) and 77 genes (37.6% genes with CGTG; 22% with CGCG) were responsive to drought, cold and salt, respectively and showed negative correlation (down-regulated) in gene expression (Figure 9, Additional file 11-worksheet 3). 

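By the labels, root genes that the study marks as positively regulated were lower by drought: 47 of 83 in Col-0 and 22 in *camta1-3* of the drought group, 46 of 87 in Col-0 and 33 in *camta1-3* of the cold group and 67 of 109 in Col-0 and 26 in *camta1-3* of the salt group. For the drought group, the interaction was called for 16 of more positive and 5 of more negative change in *camta1-3*. The study's root tables list these genes in the opposite direction, and since the genes were picked on these arrays the counts are not independent evidence. The groups are the tabulated entries matched by probe ID, and their sizes differ from those in the paper's text.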

For RCDPRG, 88, 94 and 119 genes were positively regulated under drought, cold and salt, respectively (Figure 9, Additional file 12-worksheet 3). 

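Root genes that the study marks as negatively regulated were higher by drought by the labels, 30 of 53 in Col-0 and 41 in *camta1-3* of the drought group, 44 of 68 in Col-0 and 45 in *camta1-3* of the cold group and 44 of 68 in Col-0 and 49 in *camta1-3* of the salt group. The interaction was called in the drought group for 13 of more positive and 0 of more negative change in *camta1-3*. As the genes were picked on these arrays, the counts are not independent evidence. Here too the groups were matched by probe ID, and the cold and salt groups differ in size from those in the paper's text.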

While for RCDNRG, 53 genes were drought responsive and 59 genes were related to each cold and salinity (Figure 9, Additional file 12-worksheet 3). The occurrence of CGTG consensus sequence was more abundant in 1 kb upstream region due to its binding site to CAMTA1 as well as ABRE. The results indicate the role of CAMTA1 in ABA dependent abiotic stress tolerance.

**Figure 9:**
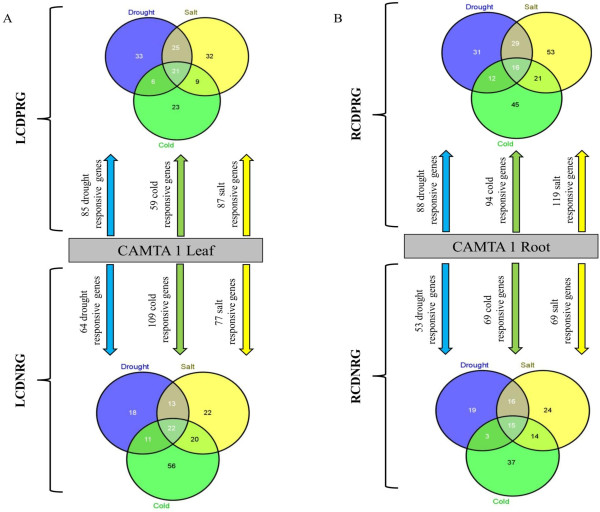
**Different number of abiotic stress responsive genes regulated by CAMTA 1 dependent genes (A) In leaf tissue (B) In root tissue.** The LCDPRG stands for leaf CAMTA1 dependent positively regulated genes, LCDNRG for leaf CAMTA1 dependent negatively regulated genes, RCDPRG stands for root CAMTA1 dependent positively regulated genes and RCDNRG for root CAMTA1 dependent negatively regulated genes.

### CAMTA1 regulate prominent stress responsive genes

We next examined the substantial relationship between the expressions of stress induced transcripts between different abiotic stress conditions. For LCDPRG, 21 stress-responsive genes that responded to all three stress condition had more than 90% similarity with CAMTA1 recognition motif (Figure 9A). Among these we found 5 well established stress inducible genes including early-responsive to dehydration 7 (ERD7) (3-CGCG; 1-CGTG), responsive to ABA 18 (RAB18) (2-CGCG; 5-CGTG), responsive to desiccation 26/22 (RD26/22) (1-CGCG; 6-CGTG), cold regulated 78 (COR78) (1-CGCG; 2-CGTG), low temperature-induced 30 (LTI30) (1-CGTG) (Additional file 11-worksheet 1). These stress induced genes were probably expressed under the influence of CAMTA as they were enriched with CAMTA1 binding *cis*-elements hence presumed to be its direct binding targets. 

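RD26, a NAC factor of ABA responses, rose by a log2 fold change of 2.50 (standard error 0.40, adjusted p = 0.00149) in Col-0 leaves and had 1.29 (standard error 0.40, adjusted p = 0.0764) in *camta1-3*. The dehydrin gene LTI30 rose by 3.17 ± 0.90 (standard error) in Col-0, with 1.01 ± 0.90 in *camta1-3*, and RD22 by 1.29 ± 0.27, with 0.55 ± 0.27 in *camta1-3*. ERD7 had 1.36 ± 0.70 and 0.18 ± 0.70, and RD29A (COR78) 1.55 ± 0.59 and 0.29 ± 0.59, in Col-0 and *camta1-3*. Limma's interaction test gave adjusted p from 0.492 to 0.745 for these 5 genes, and none passed.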

Other important genes showing positive regulation in all 3 stresses were late embryogenesis abundant protein (LEA), cytochrome P450, glyoxylate aminotransferase 3, phosphatase 2CA, ABA-responsive protein, etc. 

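PP2CA (AT3G11410), a phosphatase that restrains ABA signalling, rose by a log2 fold change of 1.42 (standard error 0.23, adjusted p = 0.00144) in Col-0 leaves and had 0.67 (standard error 0.23, adjusted p = 0.101) in *camta1-3*, with an interaction adjusted p of 0.451.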

(Additional file 11-worksheet 1). There were 6 genes positively correlated by both drought and cold, 9 genes for cold and salinity and 25 genes regulated by both drought and high salinity. Some genes were unique to their stress condition, 33 genes were exclusively regulated by drought, 23 genes by cold and 32 genes induced only under high salinity (Figure 9A). In LCDPRG, genes modulated only under the drought stress includes NAC TF (1-CGTG; 1-CGCG), MYB TF (5-CGTG), lipid transfer protein 4/3 (LTP4/3) (2-CGTG), glucose phosphate translocator 2 (GPT2) (1-CGTG), UDP-glucosyl transferase 85A5 (2-CGTG; 1-CGCG), scarecrow-like 13 (SCL13), cytochrome P450, AAA-type ATPase, senescence-related gene 1, etc. 

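Besides the lipid transfer proteins, 4 of the named genes met the calling threshold in leaves of neither genotype: GPT2, a glucose-phosphate translocator, had log2 changes of 0.61 ± 0.30 and 0.18 ± 0.30 (standard error) in Col-0 and *camta1-3*, UGT85A5 0.97 ± 0.18 and 0.36 ± 0.18, SCL13 0.78 ± 0.28 and 0.54 ± 0.28 and SRG1 0.76 ± 0.29 and 0.53 ± 0.29. The interaction test gave adjusted p from 0.444 to 0.905 for them.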

(Additional file 11-worksheet 1). 

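In leaves, JR2, a jasmonate-responsive gene, rose by a log2 fold change of 1.82 (standard error 0.37, adjusted p = 0.00566) in Col-0 and had 0.60 (standard error 0.37, adjusted p = 0.4) in *camta1-3*, and GCL1 rose by 1.16 ± 0.26 (standard error), with 0.18 ± 0.26 in *camta1-3*. The hexokinase HXK2 had 0.83 ± 0.22 and 0.29 ± 0.22, and the proton pump AHA3 0.91 ± 0.17 and 0.45 ± 0.17, in Col-0 and *camta1-3*. For these 4 genes the interaction had adjusted p from 0.415 to 0.591 from limma.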

Expression of genes altered exclusively by salt were WD-40 repeat family protein (WD-40) (1-CGTG; 2-CGCG), GCR2-like 1 (GCL1) (5-CGTG; 2-CGCG), hexokinase 2, jasmonic acid responsive 2, H(+)-ATPase 3, cystatin, etc. (Additional file 11-worksheet 1). Exclusively, cold related genes include expansin A9 (2-CGCG), phosphatidyl serine decarboxylase 3 (1-CGCG), RAP2.2 and 2.1 (2-CGTG), ethylene response sensor 1 (ERS1) (2-CGTG), AP2-TF, copper chaperone, glucose-6-phosphate dehydrogenase 5, etc. 

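Of the genes named here, the phosphatidylserine decarboxylase PSD3 had log2 drought changes of 1.00 ± 0.13 and 0.50 ± 0.13 (standard error) in Col-0 and *camta1-3* leaves, the AP2 factors RAP2.2 0.95 ± 0.18 and 0.44 ± 0.18 and RAP2.1 0.73 ± 0.25 and 0.46 ± 0.25, the ethylene receptor ERS1 0.81 ± 0.12 and 0.37 ± 0.12, and EXPA9 0.31 ± 0.09 and 0.35 ± 0.09. G6PD5, a glucose-6-phosphate dehydrogenase, had 0.73 ± 0.17 and 0.28 ± 0.17. None met both the adjusted p and the fold-change minimum in either genotype, and the interaction had adjusted p from 0.415 to 0.948.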

(Additional file 11-worksheet 1). Similarly, for RCDPRG, analysis enabled in identifying gene expression with overlapped and/or for specific stress condition. We found 16 genes whose expression was positively regulated under drought, cold and salinity and among these some of the known stress inducible genes driven by CAMTA1 were RD28, nodulin protein, CBL-interacting protein kinase 3, dark inducible 6 (3-CGTG), ferretin 1 (2-CGTG;1-CGCG) (Figure 9B, Additional file 12-worksheet 1). 

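DIN6, asparagine synthetase, fell by 1.99 ± 0.12 (log2, standard error) in Col-0 roots by the labels and had -0.77 ± 0.12 in *camta1-3*, with an interaction of 1.22 (standard error 0.17, adjusted p = 0.000339). The iron-storage gene FER1 fell by 1.38 ± 0.12 in Col-0, with -0.70 ± 0.12 in *camta1-3* (interaction adjusted p = 0.0163, below the fold-change minimum), and the kinase CIPK3 had -0.84 ± 0.14 and -1.47 ± 0.14 (interaction adjusted p = 0.057).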

In RCDPRG, 29 genes got affected under both drought and salt, 12 genes by drought and cold and 21 genes got affected by salinity and cold (Figure 9B). Some of the important genes showing positive correlation in drought and salt includes phytoene desaturation 1, RD19 (2-CGTG), acyl-COA oxidase 2 (4-CGTG; 2-CGCG), phytoene desaturation 1 (PDS1) (3-CGTG), MYC2 (1-CGTG; 1-CGCG), tetraspanin 3 (2-CGTG), cinnamyl-alcohol dehydrogenase (1-CGTG), ORA47 transcription factor (1-CGTG; 2-CGCG) (Additional file 12-worksheet 1). 

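MYC2, a factor of jasmonate signalling, had log2 drought changes of -1.45 ± 0.13 and -2.59 ± 0.13 (standard error) in Col-0 and *camta1-3* roots by the labels, with an interaction of -1.14 (standard error 0.18, adjusted p = 0.000829), and ORA47 -2.93 ± 0.12 and -4.13 ± 0.12, with an interaction of -1.19 (standard error 0.16, adjusted p = 0.000265). The protease RD19 fell by 1.13 ± 0.12 in Col-0, with -0.29 ± 0.12 in *camta1-3*, the acyl-CoA oxidase ACX2 by 1.05 ± 0.07, with -0.38 ± 0.07, and TET3 by 1.28 ± 0.10, with -0.41 ± 0.10, while PDS1 had -0.87 ± 0.09 and -0.32 ± 0.09. For these 4 genes the interaction had adjusted p from 0.000698 to 0.0148, without passing the fold-change threshold of 2.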

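In roots, by the labels, the cold factor CBF2 had log2 drought changes of -4.00 ± 0.09 and -4.42 ± 0.09 (standard error) in Col-0 and *camta1-3*, and the ethylene-response factor ERF13 -2.35 ± 0.11 and -3.06 ± 0.11. DRM1, an auxin-repressed gene of dormant tissue, fell by 2.18 ± 0.09 in Col-0, with -0.71 ± 0.09 in *camta1-3* and an interaction of 1.47 (standard error 0.13, adjusted p = 5.92e-06). ABA1, of ABA synthesis, had -1.40 ± 0.09 and -0.58 ± 0.09, the defence factor WRKY33 -1.49 ± 0.11 and -0.66 ± 0.11 and SFR2, of freezing tolerance, -1.01 ± 0.12 and -0.34 ± 0.12, with interaction adjusted p from 0.000842 to 0.0193, below the fold-change minimum.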

Genes that showed altered expression under both drought and cold were ethylene-responsive element binding factor 13 (ERF13) (1-CGCG), C-repeat/DRE binding factor 2 (CBF2) (1-CGCG), dormancy-associated protein 1 (DRM1) (1-CGTG), ABA1 (2-CGTG), WRKY33 (1-CGTG), sensitive to freezing 2, etc. 

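The aquaporin PIP1;1 (PIP1A) had log2 drought changes of -1.38 ± 0.09 and -2.38 ± 0.09 (standard error) in Col-0 and *camta1-3* roots by the labels, with an interaction adjusted p of 0.000167, and the peroxidase gene PRX27 -2.28 ± 0.11 and -2.99 ± 0.11, with 0.00804, both below the fold-change minimum.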

Genes affected under salt and cold includes acetolactate synthase (1-CGTG; 3-CGCG), plasma membrane intrinsic protein 1A, peroxidase 27, etc. (Additional file 12-worksheet 1). There were 31 genes positively modulated exclusively by drought stress like lipoxygenase (1-CGCT; 1-CGCG), protein kinase 19 (3-CGTG; 1-CGCG), glycosyl hydrolase (1-CGTG; 2-CGCG), carboxyesterase 12 (2-CGTG; 1-CGCG), etc. There were 53 and 45 genes specifically related to salt and cold, respectively with positive correlation (upregulated) (Figure 9B)

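In leaves, the germin-like GLP1 fell by 3.44 (standard error 0.51, adjusted p = 0.000967) on the log2 scale in Col-0 and had -1.44 (standard error 0.51, adjusted p = 0.115) in *camta1-3*, the glutathione transferase GSTU17 (ERD9) fell by 1.54 ± 0.24 (standard error), with -0.64 ± 0.24, and PSAH2 of photosystem I by 1.05 ± 0.28, with -0.56 ± 0.28. ZAT10 (STZ) had -1.06 ± 0.65 and 0.35 ± 0.65 in Col-0 and *camta1-3*, ANAC102 -0.90 ± 0.19 and -0.49 ± 0.19, and the carbonic anhydrase CA1 -0.93 ± 0.41 and -0.01 ± 0.41. For these 6 genes limma gave interaction adjusted p from 0.398 to 0.733.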

The LCDNRG had 22 genes negatively correlated (down-regulated) to all 3 stresses (drought, cold and high salinity) and among them majority of genes has been well characterized for stress adaptation like salt tolerance zinc finger (3-CGTG), Arabidopsis NAC domain containing protein 102 (ANAC102) (5-CGTG; 1-CGCG), germin-like protein 1 (1-CGTG), ERD9 (2-CGTG), photosystem I subunit H (PSI-H), carbonic anhydrase1 (Figure 9A, Additional file 11-worksheet 2). The negatively regulated genes had functional redundancy by showing altered expression in more than one stress condition. There were 13 genes modulated under drought and salt condition, 11 genes affected by both cold and drought condition while 20 genes got affected by salinity and cold (Figure 9A). Genes specifically modulated by drought has 18 genes, among them some of the important genes include cinnamoyl CoA reductase 1, auxin-responsive protein, fructose-bisphosphatealdolase, oxidoreductase, tonoplast intrinsic protein 2 etc. 

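Of the genes named here, the tonoplast aquaporin TIP1;2 fell by 1.33 (standard error 0.20, adjusted p = 0.00106) on the log2 scale in Col-0 leaves and had -0.32 (standard error 0.20, adjusted p = 0.409) in *camta1-3*, and the cinnamoyl-CoA reductase CCR1 had -0.76 ± 0.13 and -0.43 ± 0.13 (standard error), with interaction adjusted p from 0.316 to 0.555.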

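In Col-0 leaves BGAL1, a beta-galactosidase, fell by 1.44 ± 0.21 (log2, standard error), BT2 by 1.45 ± 0.30, the sugar transporter STP1 by 1.16 ± 0.29 and MYB91 by 1.09 ± 0.28. In *camta1-3* these had 0.29 ± 0.21, -0.25 ± 0.30, -0.39 ± 0.29 and -0.59 ± 0.28. BAM9 had -0.92 ± 0.18 and -0.13 ± 0.18 in Col-0 and *camta1-3*, and UGT73B1 -0.50 ± 0.18 and 0.02 ± 0.18. The interaction had adjusted p from 0.204 to 0.718, and none of the 6 passed.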

There were 22 cold specific genes like Beta galactosidase 1 (BGAL1), MYB91, sugar transporter 1, BTB domain protein 2 (BT2), beta-amylase 9, UDP-glucosyl transferase 73B1 etc. (Additional file 11-worksheet 2). 

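MYB77, of auxin response, fell by 1.78 (standard error 0.40, adjusted p = 0.00924) on the log2 scale in Col-0 leaves and had -0.46 (standard error 0.40, adjusted p = 0.581) in *camta1-3*, and ERF5 fell by 2.35 ± 0.26 (standard error), with -0.48 ± 0.26. ANAC059 had -0.79 ± 0.38 and 0.03 ± 0.38 in Col-0 and *camta1-3*, and ACS6, an ACC synthase of ethylene synthesis, was called in neither (adjusted p = 0.37 and 0.841 by limma). The interaction had adjusted p from 0.204 to 0.673 for these 4 genes.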

There were 56 genes exclusively affected under cold condition, some of the important genes were MYB77, ERF5, hydrolase 9, Glutathione S-transferase (GST20), ANAC059, ACC synthase 6, etc. (Additional file 11-worksheet 2). In RCDNRG, 19 genes were specifically negatively altered by drought like oxidoreductase, alanine aminotransferase (1-CGCG), DNAJ heat shock protein 20 (HSP20) (1-CGCG), 2-alkenal reductase (1-CGTG; 1-CGCG), beta-ketoacyl-CoA synthase (1-CGTG; 1-CGCG), carboxyesterase 16 (1-CGTG; 1-CGCG), etc. Genes specifically modulated (negative correlation) by cold and salinity were 37 and 24, respectively (Figure 9A, Additional file 12-worksheet 2). 

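In roots, by the labels, the dehydrin RAB18 rose by a log2 fold change of 2.21 ± 0.14 (standard error) in Col-0 and 4.44 ± 0.14 in *camta1-3*, with an interaction of 2.23 (standard error 0.19, adjusted p = 5.07e-06), and the chloroplast protectant COR15A by 2.03 ± 0.12 and 4.39 ± 0.12, with an interaction of 2.36 (standard error 0.17, adjusted p = 1.69e-06). HSP70 rose by 4.37 ± 0.10 and 5.49 ± 0.10, with an interaction of 1.12 (standard error 0.14, adjusted p = 0.000107), and GSTU17 (ERD9) by 2.50 ± 0.11 and 3.87 ± 0.11, with an interaction of 1.37 (standard error 0.15, adjusted p = 4.79e-05). LTI30 rose by 1.08 ± 0.09 and 1.60 ± 0.09, while the dehydrins COR47 and ERD10 had 0.98 ± 0.07 and 1.57 ± 0.07 and 0.65 ± 0.08 and 0.93 ± 0.08 in Col-0 and *camta1-3*. For LTI30, COR47 and ERD10 the interaction had adjusted p from 0.00191 to 0.152 and did not reach the fold-change minimum.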

In RCDNRG, 15 genes were affected by all the 3 stress condition and majority of them were known stress responsive genes like HSP70, RAB18 (5-CGTG; 2-CGCG), LEA, COR15A, ERD9/10, LTI30, COR47, etc. For either of the 2 stress condition CAMTA1 had 16, 3 and 14 genes affected by drought-salt, drought-cold and salt-cold, respectively (Figure 9B, Additional file 12-worksheet 1).

### Interaction of CAMTA1 with different hormonal pathways

We next examined probable involvement of different phytohormone in co-regulating genes with CAMTA1. Thus, genes involved in biosynthesis and signaling of phytohormones were classified into 8 classes viz, Abscisic, Auxin, Brassinosteroid, Ethylene, Gibberellin, Jasmonic, salicylic, cytokinin identified by Arabidopsis hormone database 2.0 (AHD2). In LCDPRG 35 genes were identified showing positive correlation with various phytohormone associated genes. The response to ABA was most pronounced fetching 40% (14 genes), some of them are known to play role in stress adaptation especially drought like RAB18, heat shock transcription factor C1, WRKY2, phospholipase D, COR78, etc. 

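Of the study's ABA genes of this class, 4 of 14 were higher by drought in Col-0 leaves and 1 in *camta1-3*, with none called for the interaction. The heat shock factor HSFC1 had log2 changes of 0.84 ± 0.31 and 0.24 ± 0.31 (standard error) in Col-0 and *camta1-3*, and WRKY2 0.67 ± 0.14 and 0.47 ± 0.14, with interaction adjusted p from 0.687 to 0.803. These genes were chosen by the study on these arrays, so the counts are not independent evidence.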

(Figure 10A, Additional file 13-worksheet 1). The second most affected phytohormone was ethylene contributing 22.8% (8 genes) like ethylene response sensor 1, RD29B, serine-rich splicing factor 31, followed by auxin (14.2%) and gibberlin (11.4%) (Figure 10A). From LCDNRG, 39 genes showed negative correlation to phytohormone associated genes and among them maximum number of genes were associated to auxin constituting 28.2% (11 genes) like MYB77, BT2, auxin-responsive protein 1 (AUX1) (Figure 10A, Additional file 13-worksheet 2). 

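AUX1, an auxin influx carrier, had log2 drought changes of -0.87 ± 0.21 and -0.26 ± 0.21 (standard error) in Col-0 and *camta1-3* leaves (interaction adjusted p = 0.517). Of the study's auxin genes in this class, 5 of 11 were lower in Col-0 and 0 in *camta1-3*. As a group chosen on these arrays, they give no independent evidence.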

Next, brassinosteroid (BR) was the second phytohormone contributing 8 genes (20.5%) such as BR enhanced expression 3 and 1, Expansin A5, BES1-interacting Myc protein (Figure 10A, Additional file 13-worksheet 2). 

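The expansin EXPA5 fell by 1.21 (standard error 0.18, adjusted p = 0.000951) on the log2 scale in Col-0 leaves and had -0.78 (standard error 0.18, adjusted p = 0.0228) in *camta1-3*, while the brassinosteroid-induced factors BEE3 and BEE1 had -0.68 ± 0.21 and -0.74 ± 0.21 (standard error) and -0.48 ± 0.18 and -0.63 ± 0.18 in Col-0 and *camta1-3*. For these 3 genes the interaction had adjusted p from 0.604 to 0.972.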

In RCDPRG, 39 genes were related to phytohormones. Concurrent with the phytohormone analysis of leaf tissue, RCDPRG contain maximum number of genes (35.8%) related to ABA response (Figure 10B). We can postulate that CAMTA1 activated the ABA signalling under drought condition in both leaf and root tissue and hence probably major expression of ABA responsive genes were controlled by CAMTA1 protein. Next, auxin response (15.3%) was generated by CAMTA1 followed by ethylene (12.8%) and salicylic acid (12.8%). Some of the relevant genes associated with ABA includes ABA1 (2-CGTG), ethylene insensitive 2, MYC2 (1-CGTG; 1-CGCG), CBF2 (1-CGCG), rho-related protein 10, etc. 

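In roots, by the labels, ROP10, a small GTPase of ABA signalling, had log2 drought changes of -1.14 ± 0.14 and -1.24 ± 0.14 (standard error) in Col-0 and *camta1-3*, and EIN2, of ethylene signalling, -0.92 ± 0.09 and -0.69 ± 0.09, with interaction adjusted p from 0.327 to 0.835. Of the study's ABA genes here, 7 of 14 were lower in Col-0 and 7 in *camta1-3*, which as a choice on these arrays is not independent evidence.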

Auxin responsive genes co-regulated with CAMTA1 were indole-3-butyric acid response 5, dormancy-associated protein 1, auxin efflux protein, auxin-responsive protein (Figure 10B, Additional file 14-worksheet 1, 2).

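The phosphatase IBR5 fell by 1.03 (standard error 0.13, adjusted p = 1.37e-05) on the log2 scale in Col-0 roots by the labels and had -0.55 (standard error 0.13, adjusted p = 0.00291) in *camta1-3*, with an interaction adjusted p of 0.131.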

**Figure 10:**
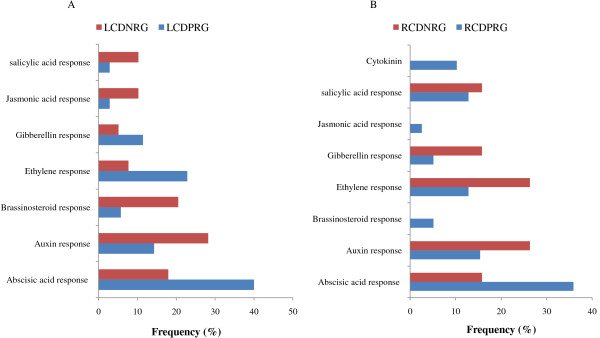
**Expression of different phytohormones associated genes regulated by CAMTA1 (A) In leaf tissue (B) In root tissue.** The LCDPRG stands for leaf CAMTA1 dependent positively regulated genes, LCDNRG for leaf CAMTA1 dependent negatively regulated genes, RCDPRG stands for root CAMTA1 dependent positively regulated genes and RCDNRG for root CAMTA1 dependent negatively regulated genes.

### CAMTA1 regulate expression of various global transcription factors involved in abiotic stress

To understand the role of CAMTA1 protein in transcriptional regulation in drought stress, CAMTA1 dependent genes encodes various transcription factors sorted out by Arabidopsis gene regulatory information server (AGRIS). There are known 1,770 transcription factor belonging to 50 families, based on the presence of conserved domains. Out of these 50 families, 24 were targeted by CAMTA1 protein. These 24 TFs regulated by CAMTA1 under drought stress were further grouped on the basis of occurrence of CAMTA1-recognition motif in the 1 kb upstream region of the gene. From the analysis, we obtained 23 AP2-EREBP being over-represented TF in CAMTA1 dependent genes of leaf (12 positively and 11 negatively regulated) (Figure 11). 

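Of the AP2 factors that the study places in its positively regulated leaf class, 3 of 11 were higher by drought in Col-0 and 0 in *camta1-3*, and of the negatively regulated ones 5 of 11 were lower in Col-0 and 0 in *camta1-3*. None was called for the interaction, and as they were chosen on these arrays the counts are not independent evidence.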

The 83% genes (19 out of 23) encoding AP2 have CAMTA1 recognition site in their promoter region. The AP2 associated genes enriched with CAMTA1 binding site in LCDPRG has 12 genes which annotates 3 DREB member (DREB subfamily A-4, A-5 “RAP2.1” and A-5 “RAP2.10”) 7 ERF (2 genes of subfamily B-3, B-6, B-2, and 1 gene of subfamily B-4 member) and other 2 were AP2 domain protein (Additional file 15-worksheet 1). There were 11 genes encoding AP2 in LCDNRG which includes 6 ERF (6 genes of subfamily B-3), 4 DREB member (2 genes of subfamily A-6 “RAP2.4” and gene of subfamily A-1 and A-5) and 2 AP2-domain protein (Additional file 15-worksheet 2). The annotation of various genes of AP2 and presence of CAMTA1 binding site clearly indicates that CAMTA1 target AP2 associated genes in a specific manner by binding to distinct set of subfamily in highly specific manner. MYB was another TF important for drought tolerance. 

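The heat shock factor HSFA6A rose by a log2 fold change of 2.74 (standard error 0.38, adjusted p = 0.000698) in Col-0 leaves and had 1.14 (standard error 0.38, adjusted p = 0.0972) in *camta1-3*, while HSFA1E had 0.72 ± 0.13 and -0.07 ± 0.13 (standard error) and HSFA1B 0.54 ± 0.15 and 0.33 ± 0.15 in Col-0 and *camta1-3*. Of the CCAAT-binding NF-YA subunits, NF-YA5 rose by 1.97 ± 0.33 in Col-0, NF-YA7 by 1.74 ± 0.21 and NF-YA3 by 1.46 ± 0.20, with 0.68 ± 0.33, 0.58 ± 0.21 and 0.26 ± 0.20 in *camta1-3*. NF-YA2 had 0.70 ± 0.13 and 0.41 ± 0.13, NF-YA9 0.61 ± 0.13 and 0.29 ± 0.13 and NF-YA1 0.75 ± 0.18 and 0.23 ± 0.18, and the 9 factors had interaction adjusted p from 0.241 to 0.808.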

The probable TF acting as positive regulator for CAMTA1 activation could be Heat shock protein factor (HSF) (4 genes; ATHSFA1E, A1B, A6A, C1), squamosa binding protein (SBP) and CCAAT-HAP (6 genes; NF-YA7, 5, 3, 2, 9, 1), as they were exclusively present in positively regulated genes of leaf and contain CAMTA1 binding site in their promoter region (Figure 11, Additional file 15-worksheet 1). 

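Of the bHLH factors that the study places in its negatively regulated leaf class, 3 of 8 were lower by drought in Col-0 and 1 in *camta1-3*, and none was called for the interaction. Being chosen on these arrays, they are not independent evidence.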

While TF acting as negative regulator of CAMTA1 could be BHLH as 8 genes associated to BHLH (AtbHLH44, 50, 154, 47, 57, 58, 46, 137) were present in LCDNRG containing 3 genes with CGTG and 2 with CGCG binding motif (Additional file 15-worksheet 2). Concurrent with leaf tissue, in RCDPRG, AP2-EREBP established maximum connection with the CAMTA1 showing large number of associated genes (Figure 12). There were 15 members of AP2 which were positively regulated (like DREB1C, ATERF-2, 11, 13, 15, Rap2.12 etc.) and 7 members were negatively regulated by CAMTA1 (Additional file 16). 

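In roots, by the labels, the ethylene-response factor ERF2 had log2 drought changes of -1.55 ± 0.09 and -1.90 ± 0.09 (standard error) in Col-0 and *camta1-3*, ERF11 -1.74 ± 0.08 and -2.70 ± 0.08, ERF15 -0.59 ± 0.12 and -0.35 ± 0.12 and RAP2.12 -0.81 ± 0.10 and -0.41 ± 0.10, with interaction adjusted p from 9.44e-05 to 0.43, none reaching the fold-change minimum. Of the AP2 factors of the study's positively regulated root class, 9 of 15 were lower in Col-0 and 10 in *camta1-3*, a choice on these arrays that is not independent evidence.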

The WRKY (WRKY17, 33, 70, 53, 75, 74), G2-like (like SCL3, GRAS2) and C2H2 acted as positive regulator whereas MYB (MYB63, 14, 305, 109, 87, 4) acted as negative regulator (Additional file 16).

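Among the WRKY factors in roots, WRKY74 had log2 drought changes of -1.56 ± 0.10 and -2.32 ± 0.10 (standard error) in Col-0 and *camta1-3* by the labels, WRKY70 -1.19 ± 0.09 and -0.61 ± 0.09, WRKY17 -0.73 ± 0.11 and -1.38 ± 0.11 and WRKY53 -0.83 ± 0.09 and -0.35 ± 0.09, and the GRAS factor SCL3 -0.82 ± 0.08 and -0.72 ± 0.08. Of the MYB factors, MYB14 had 1.48 ± 0.10 and 1.77 ± 0.10, MYB87 1.26 ± 0.13 and 0.48 ± 0.13, MYB63 1.01 ± 0.12 and 0.99 ± 0.12 and MYB4 0.83 ± 0.14 and 0.33 ± 0.14. MYB109 was called higher in both genotypes (limma adjusted p = 1.52e-08 and 1.59e-09), and MYB305 in Col-0 (adjusted p = 1.31e-06), with 0.37 ± 0.12 in *camta1-3*. The interaction had adjusted p from 0.00312 to 0.0319 for the 4 WRKY genes and adjusted p from 0.00592 to 0.955 for the 6 MYB genes, none reaching the fold-change minimum.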

**Figure 11:**
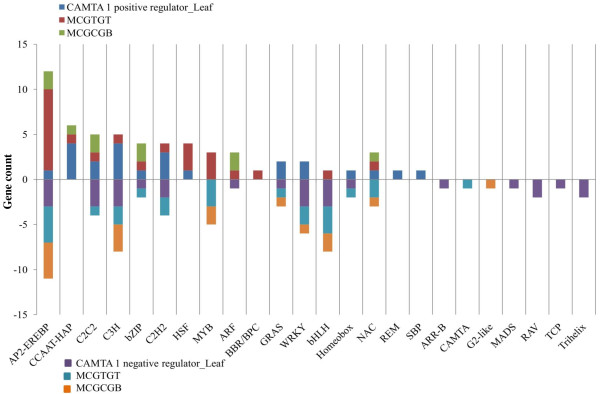
Differentially expressed Transcription Factors regulated by CAMTA 1 in leaf tissue.

**Figure 12:**
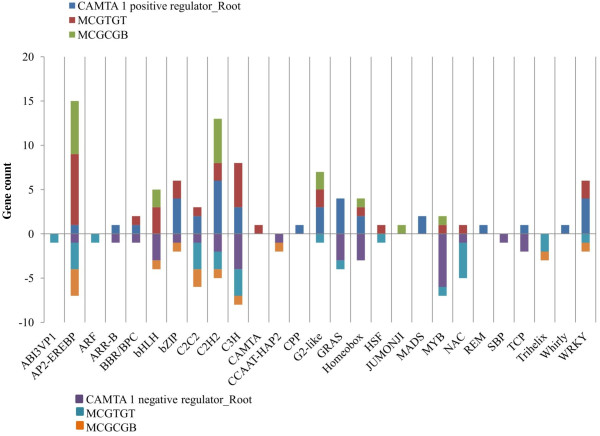
Differentially expressed Transcription Factors regulated by CAMTA 1 in root tissue.

### The transcriptome of *camta1-2* and *camta1-3*

The transcriptome of *camta1-2* by Galon et al., 2010 (published data) was compared with the gene expression profiling of *camta1-3* (our data) and has a correlation of r = 0.86 (Additional file 17). The 63 genes were commonly up-regulated while 33 genes were commonly down regulated in both *camta1-2* and *camta1-3* as compared to wild type *Col-0*. Some of the interesting commonly expressed genes have been listed in additional file 17. 

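In watered leaves, the chalcone synthase gene CHS had a log2 difference of -1.26 (standard error 0.47, adjusted p = 0.312) between *camta1-3* and Col-0, and ELIP1, an early light-induced protein gene, -1.07 (standard error 0.26, adjusted p = 0.119), and neither passed the test.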

The expression of chalcone synthase, UDP-glucoronosyl, polygalacturonase, early light-inducable protein, cysteine proteinase, ethylene-responsive element-binding family protein, disease resistance protein etc. were found to be repressed in both *camta1-2* and *camta1-3*. Similarly, some of the commonly up regulated genes include mannitol transporter, wall-associated kinase, glycine-rich protein, cytochrome p450, ARR15 (auxin response regulator15), WRKY26 etc. (Additional file 17). As reported in Galon et. al, 2010 study [19], the transcriptome comparative study between two alleles of *camta1* mutant (*camta1-1* and *camta1-2*) through Mapman showed similar pathways when analysed for *camta1-3*. The similar pathways between *camta1-3* and *camta1-2* includes cytokinin metabolism, metabolism of sulphur containing compounds, flavanoids (Additional file 17). Therefore the transcript profiling of *camta1-3* was in concurrent with earlier reported pathways affected by *camta1* mutant.

## Discussion

This is the first report elucidating the role of CAMTA1 gene in drought stress, exploring through the transcript analysis of the *camta1-3* mutant. We identified that *camta1* was most susceptible to drought stress (Figure 1 and 2). The most striking difference was that *camta1-2* and *camta1-3* showed inward adaxial rolling of leaf and severe loss of chlorophyll showing apparently damaged yellow to purplish-black appearance and stunted growth which revealed enhanced effect of drought on *camta1* as compared to Col-0 (Figure 2A). The different abiotic stress response of plants depends on root growth and the stage of development [28]. Therefore, we tried to determine the effect of osmotic stress on *camta1* by root bending assay. Under osmotic stress (mannitol and PEG), the reduction in shoot weight and inhibition of root growth was more in *camta1-3* as compared to Col-0 (p < 0.05). At 300mM mannitol and 6.5% PEG, significant growth retardation in terms of rosette leaves, shoot weight and primary root length could be ascribed to the silencing of the CAMTA1 gene in mutant (knock-out mutant) (Figure 1). Thus, we hypothesize that CAMTA1 acts as positive regulator of plant growth under drought stress based on our observation in osmotic and drought stress experiment in soil (Figure 1 and 2, Additional file 3). After rewatering, the *camta1* mutant (*camta1-2* and *camta1-3*) exhibited growth inhibition, whereas the Col-0 plants thrived well indicating that loss of functional CAMTA1 protein in mutants had a negative role against drought stress (P < 0.05). The carbon isotopes discrimination (CID), relative water content (RWC) and photosystem II efficiency (Fv/Fm ratio) can prove an important criterion for the selection of plant with variable drought tolerance. According to Farquhar GD et.al, a shift in the CID ratio of plant gives information about the plant water use efficiency (WUE) and indicates the plant inherent trait to adapt under stress condition and confirms the stress induced changes in the ^12^C/^13^C ratio [27]. The variation between the CID values of Col-0 and *camta1* indicates that the plant significantly discriminate between heavier and lighter carbon during photosynthesis (Figure 2E). Earlier report states that the variation in CID was known to arise from variation in photosynthetic capacity, stomatal conductance, WUE [29]. The reduction in Fv/Fm ratio might primarily be due to decline in RWC. The low WUE, RWC and decreased efficiency of photosystem II of the *camta1* attributes to the poor tolerance of plant for the drought stress which may be due the loss of CAMTA1 function in the mutant suggesting its probable role in stress tolerance. In brief, we hypothesized that *camta1* apparently plays a role in the natural plant development under stress condition, because its mutation clearly results in stunted plant growth with altered root development and increased sensitivity to osmotic stress. The data indicates that the CAMTA1 gene is required for stress responses that improve drought tolerance through various response mechanisms (Additional file 10). The disruption of functional CAMTA protein in mutant resulted in alteration of various regulatory pathways and stress responses (Additional file 10). To broaden our knowledge horizon for the role of CAMTA1 gene, the comparative analysis of gene profiling under drought and control condition of Col-0 and *camta1-3* was studied. 

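Limma called 940 probe sets by drought in Col-0 leaves and 300 in *camta1-3* leaves, and 2227 and 2178 in roots. Under drought *camta1-3* leaves had EXPA1, an expansin, above Col-0 by a log2 difference of 2.38 (standard error 0.47, adjusted p = 0.0423) and the plasma membrane aquaporin PIP1;3 by 1.67 ± 0.21 (standard error), with 1.98 ± 0.67 and 1.63 ± 0.30 for the difference in drought change, which did not pass.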

The transcript analysis showed decreased gene count in *camta1-3* than Col-0 under drought condition (Additional file 4 and 7). This clearly reflects that expression of large number of stress induced transcripts were reduced to non-significant level (FC ≤ 2) due to the disruption of the CAMTA1 protein in the mutant resulting in masked expression of its respective target genes. Secondly, the increase in gene count in Col-0 was due to drought stress imposed on plant which depicts large number of genes have undergone reprogramming under drought stress (Additional file 5, 8).

To identify in equitable and unprejudiced way, genes regulated by CAMTA1, the genes were selected on the basis of their non-significant expression level in *camta1-3* with respect to its respective significant expression in the Col-0. Thus CAMTA1 dependent genes were classified as either positively regulated viz., LCDPRG and RCDPRG or negatively regulated viz., LCDNRG and RCDNRG. Motif-analysis facilitated in identifying CAMTA1 binding site in various abiotic stress, phytohormone and TFs related genes which could be later used in establishing their binding affinity to the CAMTA1 *cis*-element (MCGCGB, MCGTGT) (Figure 3E and 3F). The pathway analysis strategy, in a global and unbiased manner, identifies cellular changes driven by specific CAMTA1 recognition motif genes. The most distinguished cell process was “drought recovery” as it clearly indicates the potential nature of CAMTA1 protein to combat and recover under drought stress (Figure 5A and 6A). Drought stress does not affect the plant in isolation but comes in combitorial with other stress condition. For the plant to sustain drought stress, CAMTA1 protein channelizes several stress responsive cell processes and develops plethora of responses that might help the plant to acclimatize and survive in the stressed environment. The higher number of stress responsive genes, signal sensors and transporters in LCDPRG and RCDPRG indicates the expression of more genes associated with stress mechanism. Signal transduction and transporters play major role under drought condition by maintaining osmotic homeostasis, operates the signalling and growth development pathways (Figure 5A and 7A) [30]. The genes encoding plasma membrane and its constituents acted as positive regulator indicating the presence of several genes associated to membrane integrity and biogenesis which were involved in the formation, organization, maintenance of the membrane and in turn protects the cell against mechanical damage, osmotic strength (Figure 4C and 5C) [28]. The higher expression of these under the influence of CAMTA1 maintains membrane structure and preserve cell compartmentation and by synthesizing constituent macromolecules under drought condition provides rapid tolerance to stress [31]. The accumulation of flavonoid is a trademark of plant stress [32] which aims at countering the generation of ROS and leads to the inactivation of antioxidant enzymes constituting a secondary ROS-scavenging system in plants which are exposed to stress conditions (Figure 5C) [33]. Thus positive regulation of the flavonoid biosynthesis imparts tolerance to the plant when exposed to the drought condition. Photosynthesis plays a pivotal role in plant performance under drought. In LCDNRG, there were several genes related to photosynthesis, stomata, chlorophyll, heme, FAD and transpiration (Figure 5B, 5C and 6B). The decline in photosynthesis machinery results in lower net carbon uptake in leaf under water deficit condition which is followed by an alteration in partitioning of the photoassimilates at the plant level, consequently leads to an increase in the root to shoot ratio (Figure 5B, 5C, 6B and 6C) [34]. This is the prima facie for the maintenance of root growth under decreasing water in the soil. In general, this response is mediated by phytohormone, namely by abscisic acid (ABA) [35]. The CAMTA1 generates response to ABA and auxin which induces lateral root formation for optimal water uptake as profilic root system is vital for drought tolerance (Figure 7A). Tightly regulated expression of phytohormone under drought condition determines lateral root meristem activation via an ABA-auxin signalling crosstalk and ethylene (Figure 10A) [36]. In previous reports growth promotion is considered a specific feature for ethylene response, so to establish equilibrium, plant optimize growth and tolerate stress response which involves the synthesis of ethylene [37]. During drought stress response, ABA regulates stomatal aperture and leads to activation of several genes and secondary messengers, including calcium, Inositol trisphosphate, cADP, ribose, etc. [32,38]. Hence conjugated effect of phytohormones induced development and photosynthetic regulation directs the plant for survival in stress environment**.** The presence of ABA indicates the concerted action of CAMTA1 in cell signalling which progressively leads to a massive reprogramming to combat stress (Figure 10A and 10B). Heat shock proteins (HSPs), known as molecular chaperon, rapidly accumulates under stress condition and play a major role in protein folding (Figure 5A) [39]. Numerous studies on histone and DNA methylation highlights its key role in gene expression and plant development under stress [40]. Apart from its role in development under stress, DNA methylation was also associated with gene silencing and transposon control in plant and fungi [41]. Recent studies indicate that transcriptional gene silencing and post transcriptional gene silencing (PTGS) were mechanistically related because they were correlated to same events, including changes in DNA methylation [42]. The cell differentiation, propogation and reprogramming were governed by major changes in the epigenome [43]**.** CAMTA1 acts as a negative regulator for the DNA methylation, gene silencing, apoptosis, cell proliferation, PTGS. Hence by negatively regulating the epigenetic mediated gene silencing and cell differentiation, CAMTA1 probably decreases the rate of silenced gene and PTGS and allows the expression of several genes potential for generating appropriate cellular responses which could be otherwise masked by the effect of DNA methylation (Figure 5B and 7B). Secondly by inhibiting DNA methylation and cell differentiation, CAMTA1 tightly regulates genetics events governing plants death or else the cell differentiation could eventually leads to developmental cell senescence [44]. Therefore by acting as a negative regulator to DNA methylation and cell proliferation CAMTA1 protects the plant from untimely stress induced senescence and directs the expression of stress responsive genes. Study on cellulose synthase by Chen Z et.al in 2005 revealed that its mutant were more tolerant to drought stress as well as to NaCl, mannitol and found higher accumulation of osmolytes and ABA in mutant than Col-0 [45]. Hence decrease in cellulose synthase gene expression enhances drought tolerance which was in concurrent with the reduction of the cellulose synthase by CAMTA1 (Figure 6B). The LEA proteins protect various macromolecules, such as enzymes and lipids, from dehydration [46].

The stress responsive genes such as ERD7, RAB18, RD22, COR78 encoded the protein which helps in protecting cells from water deficit and regulating genes for signal transduction and gene expression in the water stress response (Additional file 11, 12) [30,33,47-49]. These genes have been earlier reported as ABA-responsive like DREB, LEA proteins and RAB16 in rice [32], dehydrins in barley [50], and RD29 in *A.thaliana*[51]. These “stress responsive genes” were rapidly induced by stress conditions [32]. Several transcription factors such as DREB1B and DREB1C govern the stress regulations and contain the AP2 domain and bind to the DRE/CRT motif in drought, high salt and cold stress-responsive gene promoters, mediates their downstream gene expression to help the plant survive in a stressed environment (Figure 11 and 12) [49]. Earlier studies revealed that many drought-responsive genes such as RD29A, LTI, COR78, and RD26 and RAB18 were also induced by cold stress in a DREB1A-dependent manner. These genes were probably expressed under the influence of CAMTA1 as they are enriched with CAMTA1 binding *cis*-elements hence presumed to be its direct targets (Additional file 11, 12). Large numbers of drought induced genes were also induced by salinity, which indicates a strong correlation between drought and salt signaling response generated by CAMTA1 dependent genes (Figure 9A and 9B). This depicts CAMTA1 capability to adapt to dual stress condition and indicates the existence of cross-talk between drought and salinity response. It has been documented that biosynthesis and accumulation of ABA, salicylic acid, jasmonic acid and auxin phytohormone are closely linked with drought resistance responses in many plant species. The associated TFs of ABA signaling such as MYB and WRKY cascades the drought stress response and modulates the biosynthesis of various secondary metabolic pathways in response to drought by regulating gene expression (Figure 11). As part of the regulation of drought stress responses, ABA may interact with jasmonic acid and stimulate stomatal closure, while its regulation of gene expression includes the induction of genes associated with response to ethylene, cytokinin, or auxin. Jasmonic and salicylic acid signalling response were enriched in LCDNRG (Figure 10B). The CAMTA1 dependent TFs likely represent key elements in the ability of the CAMTA1 to modify gene expression as part of the plant drought response. The expression of 12 AP2, 4 bZIP, 3 MYB, 2 WRKY, and 2 GRAS TFs genes were positively regulated by CAMTA1 (Figure 11 and 12). Members from these TF families were previously shown to modulate response of plant drought stress [21]. The TFs belonging to these families interact with specific *cis*-elements and/or proteins; and their over expression confers stress tolerance in heterologous systems [28,52]. Among the TFs, ERF subgroups (ERF-B2, B3, B-6) HSF, WRKY and C2H2 were induced and previous reports stated their ability to regulate osmotic and drought responses (Additional file 15, 16) [53]. CAMTA1 positively induced the expression of these transcription factor and others drought responsive genes, probably by binding to CGCG and CGTG boxes in promoter region of these target genes (Figure 10 and 11). Likewise the expressions of the different member of same family responded negatively under drought stress for example, 11 AP2, 10 bZIP, 5 MYB, and 5 WRKY. Overproduction of either AP2 or other regulatory proteins in plants resulted in deleterious effects on plant growth and development [54]. In nature, AP2, bZIP and MYB exhibit stress-inducible expression patterns in response to various stresses such as drought, salt and cold [28]. Therefore the down regulated expression of these transcription factors restricts the expression of various genes and control the levels of regulatory proteins for maintaining the homeostasis of plants. The in-depth interrogation of CAMTA1 dependent genes lead us to hypothesis a biological network involved in drought stress guarded by CAMTA 1 (Figure 13). It indicates that majority of CAMTA1 dependent genes were localized to plasma membrane and chloroplast which positively regulates stress response and osmotic balance while negatively involved in photosynthesis. These regulatory pathways were channeled through various adaptative and stress responsive genes like RAB18, COR78, CBF1, ERD7 etc. The expressions of these genes were controlled by TFs like DREB, bHLH, MYB etc., which in turn were activated by CAMTA1 (Figure 13).

**Figure 13:**
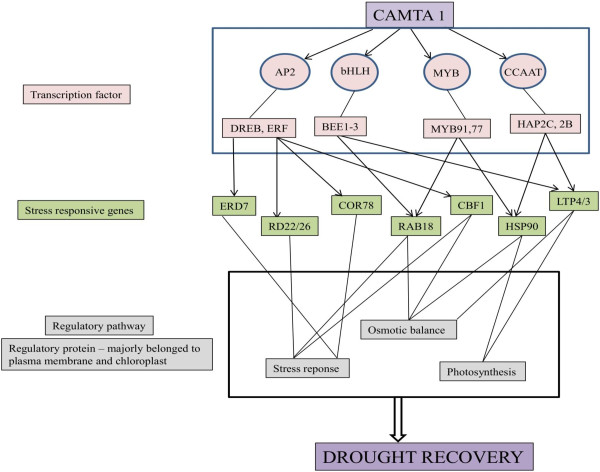
Proposed role of CAMTA1 in the drought stress environment.

## Conclusion

The results establish a role for CAMTA1 in drought acclimation and provide a possible point of integrating various molecular and biological pathways with drought stress regulated gene expression. The interaction with several stress responsive genes, maintenance of osmoticum, regulating membrane biogenesis, generating ABA response, guarding photosynthesis and interaction with AP2-EREBP were some of the key regulatory components of CAMTA1 in response to drought stress. These findings provide insight for further investigation of CAMTA1 function under drought stress and open new perspectives for improving drought tolerance which could eventually lead to better crop production.

## Methods

### Plant material and treatments

The Col-0 *Arabidopsis thaliana* (Columbia-0 ecotype) and homozygous T-DNA insertion line of *AtCAMTAs* (background Columbia-0) was obtained from the Arabidopsis Biological Resource Centre (ABRC, the Ohio State University, Columbus, OH, USA) (Additional file 1). To evaluate the osmotic sensitivity of Col-0 and *camta1-3*, seeds were surface sterilized in 4% (v/v) sodium hypochlorite for 5 min, washed 8 times with sterilized water. The Murashige and Skoog (half strength; 1/2 MS) medium with 1% (w/v) sucrose, 0.8% (w/v) agar and pH 5.7 was prepared. The seedlings from Col-0 and *camta1-3* were cultured in MS medium for one week and then transferred to MS (control) or MS supplemented with variable concentration of mannitol (100, 200, 250 and 300 mM) and PEG (1.5, 3.0, 4.5 and 6%) solutions and allowed to grow vertically along with control for 14 days. The seedlings growth (shoot weight) and root length was measured and photographed. The experiment was performed in triplicates.

To study the response of Col-0 and *camta1* mutant for drought stress, seeds of Col-0, *camta1-2* and *camta1-3* were placed in solerite soil in pots and incubated for 2 days at 4°C before being transferred in growth chamber for growth at 22°C with illumination at 120 μmol m^-2^ s^-1^ for a 16-h daily light period. The relative humidity was approximate 70% to 65%. The 3 week old seedlings were subjected to drought treatment by withholding water for 14 days (soil moisture below 30%) and control plants were watered every alternate day. After the drought stress of 14 days, plants were watered and allowed to recover for 3 days, and survival rates were then calculated. The carbon isotope discrimination ratio was estimated as described by Farquhar GD et.al [27]. For determination of relative water content (RWC), fresh leaves of Col-0, *camta1-2* and c*amta1-3* were detached and weighed immediately to record FW, followed by dipping them in distilled water for 12 h. The leaves were then blotted, weighed to record turgid weight (TW), and subjected to oven drying at 70°C for 24 h to record dry weight (DW). The RWC was determined by the equation:

$$\mathrm{RWC}=\left(\mathrm{FW-DW}\right)\times 100/\left(\mathrm{TW-DW}\right)$$

The efficiency of photosystem II (Fv/Fm ratio) was determined on first or second leaves from the tip of branches, using MAXI-version of Imaging-PAM (Walz, Effeltrich, Germany).

### Statistical analysis

All experiments were performed at least three times independently. Results were assessed by Student’s t test. Significance was defined as P < 0.05. The statistically significant changes have been marked with an asterisk (*) in respective figure (p < 0.05).

### RNA extraction, cRNA preparation, microarray hybridization and processing

A total 24 samples were processed for Affymetrix gene chip ATH1 analysis. The ecotype Col-0 and *camta1* mutant were grown under drought stress and water condition. Three biological replicates sample were collected from *camta1-3* and Col-0 in watered and drought stressed condition (when drooping effect in leaves were observed and soil moisture was below 30%). Leaf tissues were directly harvested for RNA isolation at 10th day of drought stress. Plants were up-rooted and roots were grinded in liquid nitrogen for RNA isolation. Total RNA was extracted from leaf and root tissue of Col-0 and *camta1-3* using the Spectrum Plant Total RNA Isolation kit (Sigma-Aldrich, USA) by incorporating a DNaseI treatment step using RNase-free DNaseI set (Ambion), according to the manufacturer’s instructions. Total 24 samples were prepared which comprises 3 leaf samples of each Col-0 and *camta1-3* in water condition and drought condition (3x2x2 = 12), similarly 3 root samples of Col-0 and *camta1-3* in water and drought condition (3x2x2 = 12). A total of 250 ng of each RNA was subjected to cDNA/double strand DNA synthesis using one-cycle cDNA Synthesis Kit (Affymetrix, Inc., Santa Clara, CA). The biotin-labelled nucleotides were incorporated during the second step in vitro transcription reaction by using the gene chip IVT Labelling Kit (Affymetrix). The resulting labelled anti-sense RNA samples were fragmented and 15 μg each per array was hybridized to 24 gene chip, ATH1 Arabidopsis Genome Arrays (Affymetrix) for 16 h at 45°C. Once completed, arrays were processed according to the manufacturer’s protocol and scanned using the Gene Chip® Scanner 3000 (Affymetrix).

### Microarray data analysis, identification of CAMTA dependent genes and its analysis

The Arabidopsis gene chip ATH1 Genome array (Affymetrix) contains more than 22,500 probe sets corresponding to approximately 24,000 transcripts. The arrays images were first quantified using Gene Chip Operating Software (GCOS, Affymetrix). The Affymetrix Arabidopsis genome array *cel* files were analysed by Array Assist Software 5.2.2 (Agilent Technologies, Santa Clara, CA, USA). The Affymetrix microarray data is submitted to GEO with accession series GSE40061. The GC-RMA algorithm with quantile normalization was used to summarize the probes from the arrays [55]. Differentially expressed genes with a detection p-value less than 0.05 (p-value ≤ 0.05) and fold change greater or equal to 2 (FC ≥ 2) were considered significant in three biological replicate experiments. The GraphPad prism5 (http://www.graphpad.com/prism) software was used for the identification of CAMTA1 dependent genes, for this, ratio between the fold change of differentially regulated gene list of *camta1-3* (M1-D/M1-C) and Col-0 (WT-D/WT-C) were taken as input for this software. The column statistics analysis was performed which computes descriptive statistics (and normality tests) for each gene. The ratios of genes with values greater or equal to threshold value (99% of confidence of interval) were defined as CAMTA1 dependent genes. The *de-novo* computational identification of CAMTA1 binding sites (MCGTGT and MCGCGB) in a set of upstream regions (1000bp) of CAMTA1 regulated genes was performed by Suite for Computational identification Of Promoter Elements (SCOPE) [56]. CAMTA1 positively and negatively regulated gene list were taken as input in SCOPE for searching particular binding sites related genes. Pathway analysis of CAMTA1 positively and negatively regulated genes was done with Pathway Studio software 9.0 (http://www.ariadnegenomics.com). The TAIR ID of these genes was taken as input for shortest path algorithm in pathway studio. Proteins, metabolites (or small molecules), functional classes and cell processes were taken as entity type for establishment of pathway by using plant ResNet 4.0 database (Ariadne Genomics) employing four interaction type namely regulation, direct regulation, expression and binding [57]. Genes without interactions with others were removed according to the original references recorded by the software. The Gene Ontology (GO) analysis was done with AgriGO (bioinfo.cau.edu.cn/agriGO/index.php) for CAMTA1 dependent genes of leaf and root tissues. The numbers of significant GO terms were large; therefore multiple testing method was performed in order to control the rate of errors. We used SEA (Singular Enrichment Analysis) algorithm, which performs the Fisher statistical test method and by default Benjamini–Yekutieli method with 0.05 significance level to do the multiple comparison correction is used. The Abiotic stress related data was obtained from STIFDB (Stress Responsive Transcription Factor Database) (http://caps.ncbs.res.in/stifdb) and genes related to drought, salt and cold were retrieved [58]. CAMTA positively and negatively regulated genes were queried to the gene list with stress related data. Arabidopsis hormone related genes were downloaded from Arabidopsis Hormone Database 2.0 [59]. TAIR ID of CAMTA1 positively and negatively regulated genes from leaf and root tissues were taken as input for searching particular hormone related gene. On the similarity search basis genes were grouped them into respective phytohormone. Retrieval of particular transcription factor related genes was done by AGRIS [60]. Frequency of CAMTA1 positively and negatively regulated genes was calculated on similarity basis with the locus IDs of these genes to the IDs of transcription factor related genes present in this database.

### Validation of microarray data using RT-PCR

Following total RNA extraction from all 24 samples, cDNA was synthesized in a 40 μl reaction volume using SuperScript ® III reverse transcriptase kit (Invitrogen) supplemented with 200 ng of random primers (Invitrogen) according to the manufacturer’s instructions. The cDNA synthesis reaction conditions were 70°C for 5 min, 25°C for 5 min, 50°C for 1 h, followed by heat inactivation of the enzyme at 75°C for 15 min. Relative transcript abundance of selected genes were assessed by performing RT-PCR using the ABI Prism 7300 Sequence Detection System (Applied Biosystems Foster City, CA, USA). ). Primer sequences used in reactions are described in Additional file 18 and reaction of RT-PCR was performed in a 10 μl reaction volume by adding 0.5 μl cDNA aliquot of each sample to the PCR mix containing gene specific primers and 50% SYBR® Green PCR Master mix. Quantification of transcript (mRNA expression) levels was carried out by using the ΔΔCt quantitative methods. Normalization was carried out by subtracting the ΔΔCt values of ubiquitin from the corresponding ΔΔCt values of the target gene. Following normalization the relative abundance of transcript was calculated from the expression ratios to calculate a fold change value.

## Abbreviations

CAMTA: Calmodulin binding transcription activator; LCDPRG: Leaf CAMTA1 dependent positively regulated genes; LCDNRG: Leaf CAMTA1 dependent negatively regulated genes; LCIDIG: Leaf CAMTA1 independent drought induced genes; LCIDRG: Leaf CAMTA1 independent drought repressed genes; RCDPRG: Root CAMTA1 dependent positively regulated genes; RCDNRG: Root CAMTA1 dependent negatively regulated genes; RCIDIG: Root CAMTA1 independent drought induced genes; RCIDRG: Root CAMTA1 independent drought repressed genes.

## Competing interest

All authors read and approved the manuscript and declare no competing interest.

## Authors’ contribution

NP carried out the stress treatment experiments for screening of plant, sample preparation, performed microarray experiment, RT-PCR, microarray data analysis and drafted the manuscript. AR helped in microarray, initial microarray data analysis and data interpretation. PP helped in data analysis. RKT helped in RT-PCR. FA helped in initial stress experiment. UVP monitored the physiological data. HPP participated in manuscript revision. SVS mentored the entire project, designing of problem and critically revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Detailed information of ATCAMTA1-6 mutant with T-DNA insertion site**. Click here for file

Additional file 2 **Screening of different CAMTA mutant for drought tolerance.** By using different mannitol concentration in MS media by root bending assay to show differential primary root growth of Col-0 and CAMTA mutant. (**A**) Col-0, (**B**) *camta1,* (**C**) *camta2,* (**D**) *camta3,* (**E**) *camta4,* (**F**) *camta5,* (**G**) *camta6*. Click here for file

Additional file 3 **The phenotypic characterisation of *camta1 *mutant and Col-0 under drought stress and the relative expression of CAMTA1 in mutant and Col-0.** Quantitative phenotypic measurements of Col-0, *camta1-2* and *camta1-3.* The 3 weeks old plants were subjected to drought stress and after 14 days of stress the measurements have been recorded. Data are given as averages ± SD for 25 plants.The Expression of CAMTA1 gene in Col-0 and *camta1-2* and *camta1-3* by RT-PCR. Click here for file

Additional file 4 **Gene description of differentially regulated genes in leaf tissue of Col-0.** List of up-regulated genes of leaf tissue in WT-D/WT-C_L (Fold change ≥ 2) (work sheet 1). List of down-regulated genes of leaf tissue in WT-D/WT-C_L (Fold change ≥ 2) (work sheet 2). Click here for file

Additional file 5 **Gene description of differentially regulated genes in leaf tissue of *camta1-3*.** List of up-regulated genes of leaf tissue in M1-D/M1-C_L (Fold change ≥ 2) (work sheet 1). List of down-regulated genes of leaf tissue in M1-D/M1-C_L (Fold change ≥ 2 ) (work sheet 2). Click here for file

Additional file 6 **List of CAMTA1 dependent genes of leaf tissue.** List of leaf CAMTA1 dependent positively regulated genes (LCDPRG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 1). List of leaf CAMTA1 dependent negatively regulated genes (LCDNRG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 2). List of leaf CAMTA1 independent drought induced genes (LCIDIG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 3). List of leaf CAMTA1 independent drought repressed genes (LCIDRG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 4). Click here for file

Additional file 7 **Gene description of differentially regulated genes in root tissue of Col-0.** List of up regulated genes of root tissue in WT-D/WT--_R (Fold change ≥ 2) (work sheet 1). List of down regulated genes of root tissue in WT-D/WT--_R (Fold change ≥ 2) (work sheet 1). Click here for file

Additional file 8 **Gene description of differentially regulated genes in root tissue of *camta1-3*.** List of up-regulated genes of root tissue in M1-D/M1-C-R (Fold change ≥ 2) (work sheet 1). List of down-regulated genes of root tissue in M1-D/M1-_R (Fold change ≥ 2) (work sheet 2). Click here for file

Additional file 9 **List of CAMTA1 dependent genes of root tissue.** List of root CAMTA1 dependent positively regulated genes (RCDPRG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 1). List of root CAMTA1 dependent negatively regulated genes (RCDNRG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 2). List of root CAMTA1 independent drought induced genes (RCIDIG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 3). List of root CAMTA1 independent drought repressed genes (RCIDRG) sorted in accordance with its 2 recognition motif (MCGTGT; MCGCGB) (work sheet 4). Click here for file

Additional file 10 **The comparison between Col-0 and *camta1-3 *under water condition. **(**A**) The relative expression of CAMTA1 gene in Col-0 under water and drought condition. (**B**) The gene count of differentially expressed genes (P value ≤ 0.05 and FC ≥ 2) of WT-C/M1-C in leaf and root tissue. (C) the GO annotation of the differentially expressed genes in WT-C/M1-C in leaf and root tissue. Click here for file

Additional file 11 **Gene description of abiotic stress related genes in CAMTA1 dependent genes of leaf tissue.** List of CAMTA positively regulated genes related to various abiotic stress conditions in leaf tissue (LCDPRG) (work sheet 1). List of CAMTA negatively regulated genes related to various abiotic stress conditions in leaf tissue (LCDNRG) (work sheet 2). Percentage of CAMTA recognition motif (CGCG and CGTG) in various stress conditions (work sheet 3). Click here for file

Additional file 12 **Gene description of abiotic stress related genes in CAMTA1 dependent genes of root tissue.** List of CAMTA positively regulated genes related to various abiotic stress conditions in root tissue (RCDPRG) (work sheet 1). List of CAMTA negatively regulated genes related to various abiotic stress conditions in root tissue (RCDNRG) (work sheet 2). Percentage of CAMTA recognition motif (CGCG and CGTG) in various stress conditions (work sheet 3). Click here for file

Additional file 13 **Gene description of phytohormone associated genes in CAMTA1 dependent genes of leaf tissue.** List of phytohormones associated genes positively regulated by CAMTA in leaf tissue (LCDPRG) (work sheet 1). List of phytohormones associated genes negatively regulated by CAMTA in leaf tissue (LCDNRG) (work sheet 2). Click here for file

Additional file 14 **Gene description of phytohormone associated genes in CAMTA1 dependent genes of root tissue.** List of phytohormones associated genes positively regulated by CAMTA in root tissue (RCDPRG) (work sheet 1). List of phytohormones associated genes negatively regulated by CAMTA in root tissue (RCDNRG) (work sheet 2). Click here for file

Additional file 15 **Gene description of transcription factor in CAMTA1 dependent genes of leaf tissue.** List of TF positively regulated by CAMTA in leaf tissue (LCDPRG) (work sheet 1). List of TF negatively regulated by CAMTA in leaf tissue (LCDNRG) (work sheet). Click here for file

Additional file 16 **Gene description of transcription factor in CAMTA1 dependent genes of root tissue.** List of TF positively regulated by CAMTA in root tissue (RCDPRG) (work sheet 1). List of TF negatively regulated by CAMTA in leaf tissue (RCDNRG) (work sheet). Click here for file

Additional file 17 **The comparison of transcriptome of *camta1-2 *and *camta1-3. ***(**A**) The correlation graph between *camta1-2* and *camta1-3* gene expression profile from microarray data. The venn analysis shows unique and common significantly expressed genes in both mutants. (**B**) The Mapman analysis of *camta1-3.* Click here for file

Additional file 18 Primer sequence of genes used for validation by RT-PCR. Click here for file

# Supplementary material for: CAMTA 1 regulates drought responses in Arabidopsis thaliana
**Source:** BMC Genomics. 2013 Apr 2;14:216. doi: 10.1186/1471-2164-14-216
**Supplement:** Additional file 1 — Detailed information of ATCAMTA1-6 mutant with T-DNA insertion site.

Gene name	Locus	Germplams	Genotype	background	Polymorphism site
CAMTA 1	AT5G09410	SALK_108806, SALK_008187	Homozygous	Col-0	Exon
CAMTA 2	AT5G64220	SALK_014733	Homozygous	Col-0	Promoter
CAMTA 3	AT2G22300	SALK_001152	Homozygous	Col-0	Exon
CAMTA 4	AT1G67310	SALK_087870	Homozygous	Col-0	Exon
CAMTA 5	AT4G16150	SALK_120516	Homozygous	Col-0	Promoter
CAMTA 6	AT3G16940	SALK_078900	Homozygous	Col-0	Exon

Additional file 1

# Supplementary material for: CAMTA 1 regulates drought responses in Arabidopsis thaliana
**Source:** BMC Genomics. 2013 Apr 2;14:216. doi: 10.1186/1471-2164-14-216

Parameters	Unit	Col-0	<i>camta1-2</i>	<i>camta1-3</i>
Number of rosette leaves	Count	15.22 ± 6.47	11.66 ± 4.63	10.01 ± 4.89
Leaf area	mm ²	29.06 ± 1.76	23.14 ± 2.93	24.27 ± 2.08
Rosette radius	mm	27.85 ± 2.19	16.1 ± 2.56	18.71 ± 4.19
Primary root length	mm	61.55 ± 5.69	38.28 ± 4.11	43.39 ± 2.70

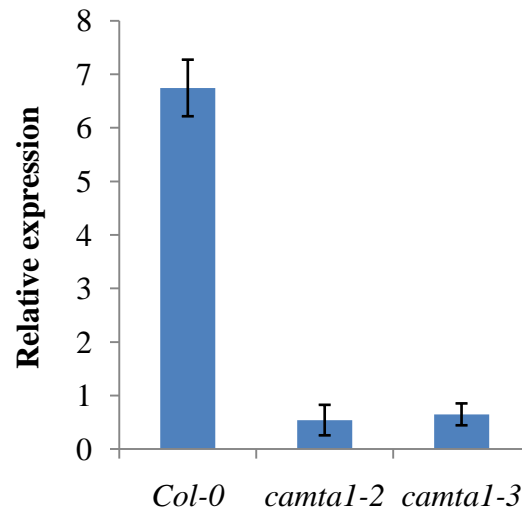

**Supplement:** Additional file 3 — The phenotypic characterisation of camta1 mutant and Col-0 under drought stress and the relative expression of CAMTA1 in mutant and Col-0. Quantitative phenotypic measurements of Col-0, camta1-2 and camta1-3. The 3 weeks old plants were subjected to drought stress and after 14 days of stress the measurements have been recorded. Data are given as averages ± SD for 25 plants.The Expression of CAMTA1 gene in Col-0 and camta1-2 and camta1-3 by RT-PCR.

# Supplementary material for: CAMTA 1 regulates drought responses in Arabidopsis thaliana
**Source:** BMC Genomics. 2013 Apr 2;14:216. doi: 10.1186/1471-2164-14-216

A

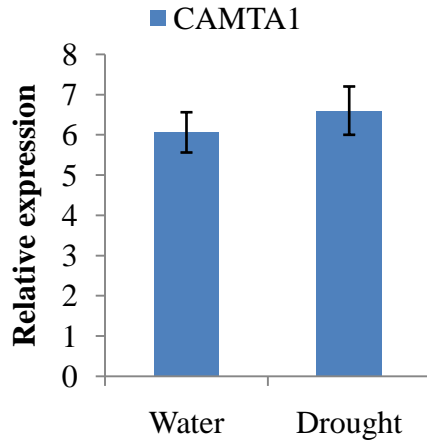

B

Condition	Up regulated	Down regulated
WT-C/M1-C<br>(Leaf tissue)	209	169
WT-C/M1-C<br>(Root tissue)	670	635

gene count of differentially expressed genes
(P value ≤ 0.05 and FC ≥ 2)

C

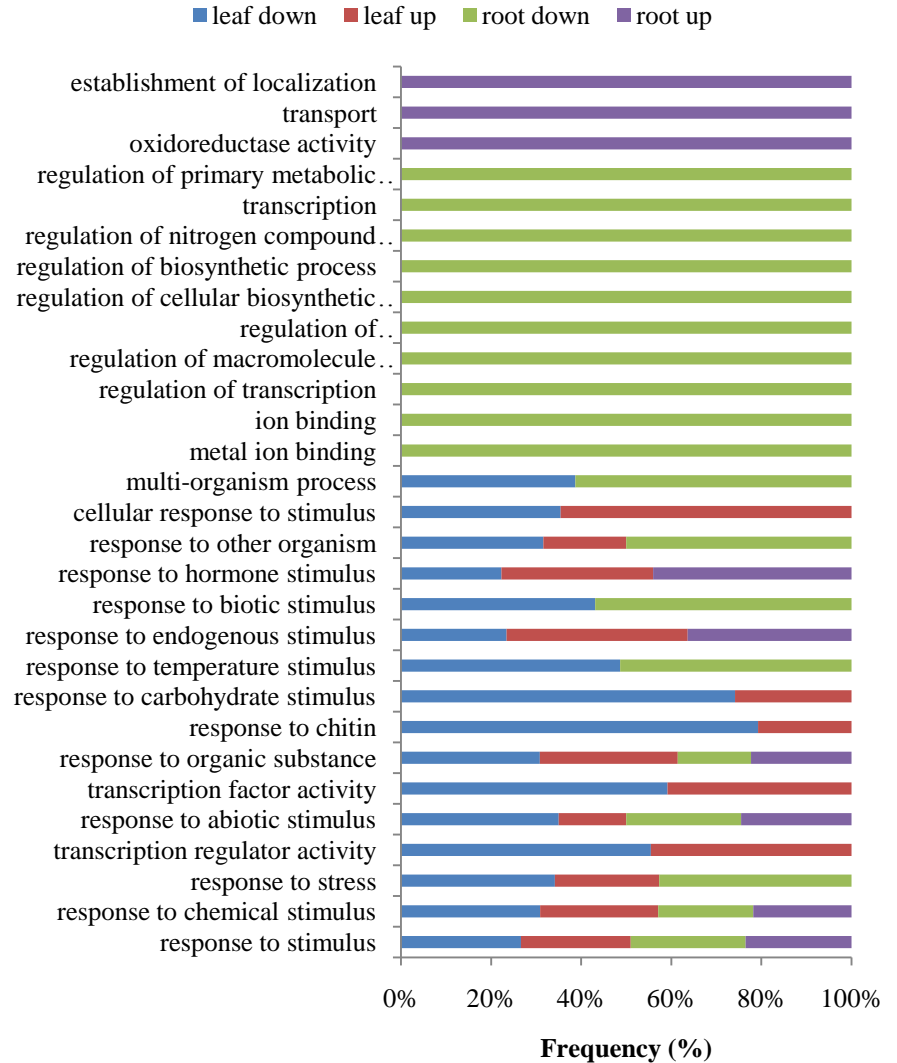

**Supplement:** Additional file 10 — The comparison between Col-0 and camta1-3 under water condition. (A) The relative expression of CAMTA1 gene in Col-0 under water and drought condition. (B) The gene count of differentially expressed genes (P value ≤ 0.05 and FC ≥ 2) of WT-C/M1-C in leaf and root tissue. (C) the GO annotation of the differentially expressed genes in WT-C/M1-C in leaf and root tissue.

# Supplementary material for: CAMTA 1 regulates drought responses in Arabidopsis thaliana
**Source:** BMC Genomics. 2013 Apr 2;14:216. doi: 10.1186/1471-2164-14-216
**Supplement:** Additional file 18 — Primer sequence of genes used for validation by RT-PCR.

Gene name	Forward Primer (5'-3')	Reverse Primer (5'-3')
glutathione S-transferase	GCGAGATACTACGCTACCAAGTTC	TCTAGAGACTTGCCCCAAAAGGTT
anthocyanidin synthase	AGCCGTTGCCTGATATGGT	GCAAATGTCCTTGGAGGAAA
lipid transfer protein	GCACAGTGGCAAGTAGCTTGA	CACCACCCACCCTTTGA
oxidoreductase	GGAGGATCGGGAGATTGC	AGCCGCGTTGAGGTCAGA
LEA protein	ATGCCGCCTAGCCTTATCA	CGCCTCGTTCCGAGTGA
dihydroflavonol 4-reductase	TCGGTCCATTCATCACAACGT	ATAGGAGAGAGCGCGGTGATA
ATCAMTA1	CCGGAAACAATACCGAACAG	TCCAACGCAAAATGATTTTCTC
Ubiquitin	GAAGCAGCTCGAGGATGGAA	CCACGGAGACGGAGGACA A

Additional file 18

How the deposited data were processed for this re-analysis (not part of the article)

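Gene expression was measured on 24 ATH1 arrays of *Arabidopsis thaliana*, in leaf and root of Col-0 and of the *camta1-3* mutant, under water and under drought, with 3 biological replicates in each of the 8 groups by the labels. The labels call the plants 1 month old, and the paper describes seedlings from which water was withheld. The authors deposited one value per probe set and array, an intensity on a linear scale. The submitters' processing notes name MAS5, with its version not given in the sources used here, and the methods name GCOS for quantification. The methods describe GC-RMA with quantile normalization for the study's own tables, and the values analysed here are not those.

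The value table holds 22810 probe sets, of which 64 are controls and were left out, and 22746 were tested. The array medians differed between arrays, so the 12 arrays of each tissue were quantile normalized together and expressed as log2(value + 16). The design fixed before the data were examined had assumed log2 values comparable as deposited, and this normalization was used in its place because the values are linear and not scaled between arrays. The pseudocount of 16 lies near the median signal of many leaf arrays, so fold changes of dim genes are understated. Each tissue was fitted with limma 3.58.1 in R 4.3.3 as a model of 4 groups, and a probe set was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. The comparisons were drought against water in each genotype, *camta1-3* against Col-0 under each water regime, and the interaction of genotype and drought. The difference between root and leaf responses in Col-0 was tested on the 12 Col-0 arrays normalized together. All tests were 2-sided. With 3 arrays against 3, an exact permutation test of one comparison cannot give a p below 0.1, and the number of arrays limits the precision of every value.

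Probe sets were named through the platform annotation, in which 13513 of them have a single gene, 503 have several and 8730 are not listed, or through the study's tables, which alone named 2910. In all 16321 probe sets were named and 6425 were not. A gene with several probe sets was represented by the one with the highest mean. The genes named in the text are those the paper names for these arrays by a symbol or a name that fits 1 gene, where a probe set is named for it, the 5 largest increases and the 5 largest decreases of each comparison among called probe sets whose groups do not overlap, and the 2 largest changes in each direction of each gene list, or its member with the smallest p where none passed. WRKY26, RD28, CAMTA2 and CAMTA3 had no probe set named for them alone and were not analysed here. Values in the paper's tables had been seen when this rule was written. Some members of lists are also named outside this rule, chosen after their values were seen. Lists with at least 4 measured genes in the test background were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. This background was 6024 single-gene probe sets held in the study's tables of changed genes, and list members outside it were left out of the tests. The study's own lists were tested only where the copy used here is complete. The stress groups of Additional files 11 and 12 were taken by probe ID, since the locus column of Additional file 11 does not match its probe IDs for part of the entries.

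The procedures were tested on simulated data with 200 changed probe sets among 22746. Limma recovered 91.0% of the probe sets changed by 1.5 on the log2 scale in the leaf Col-0 comparison and 82.1% in the leaf interaction, and 100% and 98.5% in the same root comparisons. These changes were placed only in probe sets above the 40th percentile of signal, with normal noise and no response in the mutant. The shares therefore do not hold for dim probe sets or for smaller interactions. In leaf, the probe sets higher in Col-0 and not called in *camta1-3* had median changes of 1.27 and 0.67. The alternatives were an unadjusted p, the methods' t-test, a SAM-style statistic, no fold-change minimum, the values as deposited, median centring, a filter on probe sets below the 40th percentile of signal, only the groups compared, the replicate number as a block, an intensity trend with a robust prior, pseudocounts of 1 and 64, and leaving out each array in turn. Upstream motif counts are those printed in the study's tables, since promoter sequences were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.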

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

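The tests of exchanged labels, of exchanged averages in the study's tables and of scaling between arrays were chosen after the results were seen. The others were set before.

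In Col-0, 3331 probe sets had a drought response that differed between root and leaf (1688 more positive and 1643 more negative in root; 2067 and 1215 with median-centred arrays, 925 and 3428 with the values as deposited). In 100 splits of these arrays, the real one included, 1 reached that number, the real one, and the highest other gave 2153. This argues against chance without excluding it, since 1 in 100 is the smallest share that so many splits can give. In root, 438 probe sets had a drought response that differed between *camta1-3* and Col-0, among them 12 heat shock and 19 light-harvesting genes with a more positive change in *camta1-3*. Of 100 splits 11 called as many, the real one included, and the highest other called 691. The 10 others as large all keep the drought arrays of each genotype together (447 to 691). They still hold the difference between the genotypes under drought, so the share of 11 in 100 does not test chance. The rest, which mix the genotypes under drought, called at most 9, with a median of 0, against the 438. Chance is not excluded by these splits. For the leaf interaction limma called no probe set (227 at an unadjusted p with the 2-fold minimum). All 100 splits therefore reach a count of 0 (the highest other called 6), and they test nothing about chance.

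Under drought, a comparison for which the paper gives no counts, 118 leaf probe sets (103 higher and 15 lower) and 518 root probe sets (264 higher and 254 lower) differed between *camta1-3* and Col-0. The leaf count was 395 without Col-0 leaf drought replicate 1, 70 and 45 without replicates 2 and 3, 37 without *camta1-3* leaf drought replicate 3, and 0 with only the 2 groups compared. The split was 11 and 6 in leaf and 1657 and 27 in root with the values as deposited. For each comparison of 3 arrays with 3, 1 of the 10 splits, the real one, reached its own number, and so few splits cannot give a share under 0.05. The real number and the highest other were 940 and 0 for leaf Col-0, 300 and 0 for leaf *camta1-3*, 29 and 1 for leaf genotypes under water, 118 and 1 for leaf genotypes under drought, 2227 and 0 for root Col-0, 2178 and 0 for root *camta1-3*, 36 and 0 for root genotypes under water, and 518 and 0 for root genotypes under drought.

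The root drought changes run opposite to the direction in which the study's 4 root sheets list the genes as increased or decreased. The copies of these sheets used here are cut. They hold the first 1997 increased and 1197 decreased entries for Col-0, and the first 1997 and 1782 for *camta1-3*, and what follows covers only these. With the array labels taken as right, exchanged drought and control averages in all 4 sheets are argued against, since in the sheet of lower genes of Additional file 7 the drought average correlates across probe sets, which are not independent replicates, at r = 0.987 with the arrays labelled drought and 0.845 with those labelled water; in the other 3 sheets it correlates more with the arrays labelled water, by 0.0760 to 0.0922, for which exchanged averages are a candidate explanation. With exchanged array labels the averages of those 3 sheets would run right and those of the sheet of lower genes would be the exchanged ones, so that neither exchanged labels alone nor averages exchanged in all 4 sheets account for every sheet. Whether the labels of the deposited root arrays are exchanged cannot be told apart from correct labels, because the lists go different ways: all 11 LEA genes had a positive root change in both genotypes (medians 0.65 and 1.57; 0.70 and 2.09 with the values as deposited), which goes against an exchange, while 11 of 14 low-oxygen genes, known from flooded roots, were higher in Col-0 (median 1.78; 1.52 as deposited), and the ABA-responsive genes, which rise in leaf, had a median of 0.15 in Col-0 (-0.17 as deposited, where the median of all probe sets was -0.15) and 0.46 in *camta1-3*, short of a clear rise or fall. In Col-0 roots the ABA-responsive RAB18 (2.21), LTP3 (2.70), RD22 (1.49), LTP4 (1.22) and TSPO (1.16) rose by at least 2-fold. Only AFP3 (-1.28) of that list fell by as much. In *camta1-3* roots RAB18 (4.44), TSPO (3.13), RD29B (3.08), RD29A (2.15) and LTP3 (2.08) rose most, and no member fell by 2-fold. These members run with the LEA genes, against an exchange. They are the largest changes of their list, so they do not decide it. A different root response of the plants was not tested.

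Across probe sets the slope of the leaf drought change of *camta1-3* on that of Col-0 was 0.626, and 0.98, 0.50 and 0.53 (SD 0.27) with the arrays taken by replicate number. Unequal error of the 2 changes, which can flatten the slope, was not corrected for. The mean absolute response of Col-0 drought replicate 1 was 0.254, near those of *camta1-3* (0.253, 0.248 and 0.233), against 0.370 and 0.321 for replicates 2 and 3, and whether these 2 Col-0 arrays set the slope stays open. A single Col-0 array as the cause is argued against, since without Col-0 leaf drought replicate 2 the slope was 0.703, and so is scaling, with 0.624 for the values as deposited and 0.621 for median-centred arrays. Whether the response may be weaker overall or lost in some gene groups cannot be told apart, as 58.3% of the lists lay in the range set for an overall weakening. No probe set passed limma's leaf interaction (227 at an unadjusted p with the 2-fold minimum). Without that minimum, 10.3% of probe sets had an unadjusted p of at most 0.05 in this test.

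In root, many more probe sets differed between the genotypes under drought (518) than under water (36). The tests argue against 1 array (at least 522 without any one of the 6 root drought arrays) and against scaling (540 under drought and 26 under water with median-centred arrays). An effect of the brighter *camta1-3* root drought arrays beyond scaling cannot be told apart from genotype, because these arrays are all brighter than those of Col-0 and quantile normalization fixes the trend with signal (Spearman rho 0.0150, across probe sets, which are not independent replicates). A genotype effect that appears under drought is a hypothesis that stays open, as it was found and tested on the same arrays.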

How the results depend on the processing

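The quantile normalization and the pseudocount of the main run were chosen after the data were examined. They replaced the values as deposited, which the fixed design had assumed and which are kept as an alternative. The alternatives with other pseudocounts vary that later choice. No called value of a named gene changed sign in any alternative run. The balance of higher and lower calls did turn: with the values as deposited to 521 and 369 in leaf Col-0, 204 and 71 in leaf *camta1-3*, 0 and 4 for leaf genotypes under water, 683 and 2008 in root Col-0 and 925 and 3428 for root against leaf; without a fold-change minimum to 2407 and 2080, and 847 and 831, in leaf Col-0 and *camta1-3*, 4693 and 5413, and 4695 and 5431, in root, 2464 and 2612 for root genotypes under drought and 3624 and 4204 for root against leaf; with log2(value + 1) to 2126 and 2148, and 2068 and 2114, in root Col-0 and *camta1-3*. For the higher and lower CAMTA1 dependent classes it turned to 382 and 314 in leaf with the values as deposited and 1765 and 1474 without a fold-change minimum, and in root to 452 and 316 with median-centred arrays and 199 and 185 with log2(value + 64). It also turned for leaf *camta1-3* with the methods' t-test after adjustment (5 and 2, against 128 and 215 unadjusted), root genotypes under water with log2(value + 64) (3 and 2), root genotypes under drought with median-centred arrays (260 and 280) and without Col-0 root drought replicate 3 (267 and 269), and root against leaf without dim probe sets (1582 and 1592) and without Col-0 leaf drought replicate 1 (1804 and 1818). The values as deposited shift the median of all probe sets, to -0.15 in root Col-0, 0.12 in root *camta1-3*, 0.41 for the root interaction, 0.31 for root genotypes under drought and -0.10 for leaf genotypes under water. Of 380 list medians 87 changed sign under another scaling, and 49 relative to the median of all probe sets. Of the 82 called lists 4 changed sign: the root interaction of the cellulose (-0.57 to 0.21), glucosinolate (-0.35 to 0.06) and jasmonate (-0.49 to 0.05) lists with the values as deposited, which stay below the median of all probe sets there, and the LEA list between root genotypes under drought with median-centred arrays (0.18 to -0.05), the 1 called list that turned relative to that median too. Counts below are of called probe sets, and the cause of each change was not tested. Root counts within each tissue moved by less than 1.5 times when any one array was left out. The motif alternatives were not run.

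Without a fold-change minimum the counts were 4487 for leaf Col-0, 1678 for leaf *camta1-3*, 64 and 235 for leaf genotypes under water and drought, 1765 and 1474 for the higher and lower leaf CAMTA1 dependent classes, 10106 for root Col-0, 10126 for root *camta1-3*, 2605 for the root interaction, 922 and 5076 for root genotypes under water and drought, 1234 and 1406 for the root classes and 7828 for root against leaf. In the same order, log2(value + 1) gave 1840, 466, 0 and 64, 639 and 890, 4274, 4182, 853, 134 and 1225, and 777 and 945. With log2(value + 64) these were 363, 117, 7 and 38, 115 and 158, 1060, 1047, 162, 5 and 222, and 199 and 185.

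The methods' t-test after adjustment called 13 in leaf Col-0, 7 in leaf *camta1-3*, 0 in either leaf genotype comparison, 3 and 10 in the leaf classes and 8 for root genotypes under water, where its unadjusted count for leaf genotypes under water was 91. Under an unadjusted p with the same fold-change minimum limma called 227 for the leaf interaction, and 107 and 276 for leaf genotypes under water and drought. The intensity trend with a robust prior gave 1 for the leaf interaction and 45 for leaf genotypes under water, as many as the SAM-style statistic and the filter on dim probe sets (45 each), which gave 186 under drought. With only the 2 groups compared these leaf counts were 9 and 0. The values as deposited gave 4 and 17 for leaf genotypes, 2873 for the root interaction, 1684 for root genotypes under drought and 48 and 1616 for the root classes, and a root slope of 1.096 (1.01 with median-centred arrays). A Col-0 to *camta1-3* fold ratio of at least 2 gave 71 and 151 in the leaf classes and 77 and 103 in root.

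Leaving out 1 array at a time, the counts ranged from 701 (without Col-0 leaf drought replicate 2) to 1302 (without Col-0 leaf drought replicate 1) for leaf Col-0, 214 to 327 for leaf *camta1-3*, 0 to 138 (without Col-0 leaf drought replicate 1) for the leaf interaction, 0 (without Col-0 leaf water replicate 1 or 2 or *camta1-3* leaf water replicate 1 or 3; 4 without replicate 2 of the latter) to 50 (without Col-0 leaf water replicate 3) and 37 (without *camta1-3* leaf drought replicate 3) to 395 (without Col-0 leaf drought replicate 1) for leaf genotypes under water and drought, and 197 to 442 and 276 to 603 for the leaf classes (without Col-0 leaf drought replicates 2 and 1). The leaf slope ranged from 0.517 to 0.703. In root they were 2238 to 2265, 2135 to 2217, 439 to 467, 35 to 46, 522 to 536, 357 to 392 and 424 to 461, with a slope of 1.02 to 1.04, and root against leaf 3234 to 3622.

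The replicate numbers do not pair the samples: no leaf array and 4 of 12 root arrays correlated best with their own number. With the replicate block the counts were 920, 285, 0, 26 and 85 for leaf Col-0, *camta1-3*, the interaction and genotypes under water and drought, 269 and 435 for the leaf classes, 2227, 2178, 438, 36 and 518 in root, 376 and 443 for the root classes and 3333 for root against leaf. Of 689 calls on named genes, 245 were lost with log2(value + 64), 159 with the values as deposited and 15 with the block, and of 82 called list tests 64 were lost with an estimated correlation. Signal limits the leaf arrays, where dim genes lie near the pseudocount.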

Differences from the paper's values

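The thresholds differ: the paper states a SAM analysis with p at most 0.05 and a fold change of at least 2. The counts here are of limma calls after adjustment. The values differ too: the paper's methods describe GC-RMA, which was not run here, and MAS5 signals with a pseudocount were used. By the paper 1042 genes rose and 1225 fell in Col-0 leaves under drought, against 360 and 580 here (376 and 607 at an unadjusted p), and only log2(value + 1) came within 1.5 times of both. In Col-0 roots the paper's 2152 higher and 1962 lower genes stand against 1168 and 1059 by the labels, within 1.5 times with log2(value + 1) (2126 and 2148), with median-centred arrays for the higher (1454) and with the values as deposited for the lower genes (2008). Its tables list root genes in the opposite direction, and paired that way its 2152 stand against the 1059 lower and its 1962 against the 1168 higher genes, reached by the same settings. Under water the paper gives 209 and 169 leaf genes and 670 and 635 root genes above and below Col-0 in *camta1-3*, against 19 and 10, and 12 and 24; only the last came close, without a fold-change minimum.

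The class rules differ as well. The paper's methods compare the ratio of the mutant and wild-type fold changes with a confidence-interval threshold. Its discussion describes genes significant in the wild type and not in the mutant. Here a dependent probe set was called in the wild type and not in the mutant, and the confidence-interval rule was not run. The class counts are therefore not of one measure. For the classes, the paper's 796 and 246 CAMTA1 dependent and independent leaf genes of increased expression stand against 280 and 80, and its 934 and 291 of decreased expression against 438 and 142. Log2(value + 1) reached the dependent numbers and a fold ratio of at least 2 the independent ones. In root, by the name of the class, the paper's 1192 dependent genes of increased expression stand against 376 (reached without a fold-change minimum), its 881 of decreased expression against 443 (with log2(value + 1)) and its 1081 independent genes of decreased expression against 616 (with log2(value + 1), or a fold ratio of at least 2). These classes hold unlike genes, as the root directions are opposite. Paired by direction here, the 1192 stand against the 443 lower genes (reached with 1406 without a fold-change minimum, 945 with log2(value + 1) and 1616 with the values as deposited), the 881 against the 376 higher genes (777 with log2(value + 1), 1234 without a fold-change minimum), the 960 independent genes of increased expression against the 616 lower in both (1203 with log2(value + 1), 956 with a fold ratio of at least 2) and the 1081 against the 792 higher in both, within 1.5 times. Other alternatives did not reach the values that differ. The paper's tables hold 1051 and 1285 leaf entries where its text gives 1042 and 1225.

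The paper's table gives GSTF12 in leaf a log2 change of 5.71 where 3.52 was found, and sks9 -1.05 where -0.56 was found, both within the error with log2(value + 1). For roots the averages in its tables give 3.49 for RAB18 where 2.21 was found, 1.21 for LTI30 where 1.08 was found, 2.72 for DRM1 where -2.18 was found, 1.85 for PIP1;1 where -1.38 was found and 1.77 for TIP1;2 where -1.28 was found, and no alternative closed these gaps. The direction in which its tables list root genes is opposite here: of the first 1997 entries of its table of increased genes, where the copy used here is cut, 0 have the sign found here, and 996 were called in the opposite direction. RAB18 and LTI30 are listed as decreased, in a sheet whose first 1197 entries all print a drought average above the control average, the direction found here. The copy of that sheet is cut there, and its later entries were not read. In leaf all entries have the sign found here.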

Other observations

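Among the largest leaf differences between the genotypes under drought, besides DIN10, the beta-galactosidase BGAL4 was above Col-0 in *camta1-3* by a log2 difference of 3.03 ± 0.35 (standard error), BXL1, a wall xylosidase, by 2.94 ± 0.46 and AT2G05540 by 3.08 ± 0.55. Among those below Col-0 were the vacuolar processing enzyme BETA-VPE (-1.53 ± 0.29) and PGDH (-1.38 ± 0.22). In root, PMAT1 was above Col-0 by 2.29 ± 0.09, ATL8 by 2.26 ± 0.11, DIN1 by 1.89 ± 0.11 and the photosystem I subunit PSAN by 1.74 ± 0.09. The anion channel gene SLAH3 had -2.04 ± 0.12, the jasmonate repressor JAZ2 -1.65 ± 0.08, EDS5, of salicylic acid synthesis, -1.59 ± 0.10 and MYB34, of indole glucosinolate synthesis, -2.15 ± 0.11.

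Between root and leaf of Col-0, 43 probe sets rose in both tissues (18.5 would be shared by independent lists), 84 fell in both (27.0), 43 rose in leaf and fell in root (16.8) and 73 fell in leaf and rose in root (29.8). The leaf and root drought changes had r = 0.0072 in Col-0 and -0.0426 in *camta1-3*, across probe sets, which are not independent replicates.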
